# STK25 inhibits cancer‐associated fibroblast activation to overcome cetuximab resistance in colorectal cancer

**DOI:** 10.1002/ctm2.70678

**Published:** 2026-04-29

**Authors:** Yifan Hou, Jiangbo Chen, Hao Hao, Tongkun Song, Lin Song, Pu Xing, Kai Weng, Yumeng Ran, Xinying Yang, Xiaowen Qiao, Jie Chen, Ruibin Yao, Hong Yang, Lei Chen, Jiabo Di, Kai Xu, Xiangqian Su, Beihai Jiang

**Keywords:** AREG/EGFR axis, cancer‐associated fibroblasts, cetuximab resistance, colorectal cancer, NF‐κB, STK25

## Abstract

**Background:**

Cancer‐associated fibroblasts (CAFs) within the tumour microenvironment play a pivotal role in colorectal cancer (CRC) progression and therapeutic resistance. Serine/threonine protein kinase 25 (STK25) exerts multiple roles in tumourigenesis; however, its role in mediating tumour–stroma crosstalk remains largely unexplored.

**Methods:**

Primary CAFs were isolated from CRC patient tissues and characterised to confirm their identity. The effects of STK25 expression on CAF activity and CAF‐mediated tumour progression were evaluated both in vitro and in vivo. Western blot, qRT‐PCR, ChIP and dual‐luciferase reporter assays were performed to elucidate the mechanism by which STK25 regulated CAF activation. Moreover, the effect of STK25 expression on CAF‐induced cetuximab resistance was assessed in vitro and in vivo. The clinical significance of STK25 expression was determined in CRC patient tissues, tissue microarrays and patient‐derived organoids.

**Results:**

Knockdown of STK25 in CRC cells enhanced CAF proliferation, migration and activation, whereas its overexpression exhibited the opposite effect. STK25‐knockdown‐mediated CAF activation subsequently promoted CRC cell proliferation and metastasis. Moreover, STK25 depletion combined with CAFs significantly enhanced CRC tumour growth in vivo. Mechanistically, STK25 deficiency activated the NF‐κB pathway, leading to p50 phosphorylation which directly bound to the AREG promoter, thereby transcriptionally up‐regulating AREG expression. In addition, STK25‐regulated AREG/EGFR axis mediated the crosstalk between CRC cells and CAFs. More importantly, CAFs conferred resistance to the anti‐EGFR antibody cetuximab, which could be reversed either by STK25 overexpression or by AREG‐neutralising antibody treatment. Clinically, low STK25 expression correlated with elevated CAFs marker levels and poor cetuximab response in CRC patients.

**Conclusions:**

Our findings identified STK25 as a critical regulator of the NF‐κB/AREG/EGFR axis in tumour–CAF communication and highlight its potential as a therapeutic target for overcoming CAF‐induced cetuximab resistance in CRC.

**Key points:**

- STK25 deficiency enhanced CAF‐mediated CRC growth via the NF‐κB/AREG/EGFR axis.
- STK25 overexpression or AREG antibody overcame CAF‐mediated cetuximab resistance.
- CRC patients with high STK25 and low CAFs marker levels might benefit from cetuximab treatment.

## 1 INTRODUCTION

Colorectal cancer (CRC) remains one of the leading causes of global cancer incidence and mortality.^1^, ^2^ The tumour microenvironment (TME) contributes substantially to the tumour progression. Among its components, cancer‐associated fibroblasts (CAFs) constitute the predominant stromal cell population in solid tumours and play critical roles in supporting tumourigenesis and modulating drug resistance. Therefore, elucidating the mechanisms underlying the crosstalk between tumour cells and CAFs in CRC has significant clinical potential for the development of novel targeted therapeutic strategies.

CAFs promote tumour invasion and metastasis through the secretion of paracrine factors, direct cell–cell interactions and extracellular matrix (ECM) remodelling. In the TME of hepatocellular carcinoma (HCC), tumour‐derived SPP1 promoted the differentiation of hepatic stellate cells into CAFs, thereby contributing to hepatic fibrogenesis and tumour progression.^3^ Wang et al. identified that tumour‐derived CCL15 facilitated communication between HCC cells and CAFs to promote HCC growth.^4^ Furthermore, IL‐6 secreted by CAFs up‐regulated LRG1 expression in CRC cells by activating the JAK2/STAT3 signalling pathway, which in turn enhances tumour invasion and metastasis.^5^

Activation of the NF‐κB pathway is known to promote tumour growth and progression, as well as being associated with the modulation of CAF activation and infiltration in TME.^6^, ^7^, ^8^, ^9^ Overexpression of COL11A1 in ovarian cancer cells induced CAF activation by regulating TGF‐β3 through the NF‐κB/IGFBP2 signalling axis.^7^ In gastric cancer, Helicobacter pylori‐induced NF‐κB activation stimulated the PIEZO1–YAP1–CTGF signalling cascade, thereby facilitating TME remodelling through enhanced CAF infiltration.^8^ Wang et al. found that EMP1 depletion in triple‐negative breast cancer (TNBC) cells reduced IL6 secretion via the NF‐κB pathway, which inhibited CAF proliferation and subsequently suppressed TNBC progression.^9^ Therefore, a comprehensive understanding of cancer cell–CAF communication‐mediated NF‐κB signalling may provide new insights into the development of effective cancer therapies.

The epidermal growth factor receptor (EGFR)‐targeted blockade therapies are well established in clinical practice, including the monoclonal antibodies cetuximab and panitumumab for patients with RAS wild‐type metastatic CRC (mCRC), as well as the tyrosine kinase inhibitor gefitinib for those with non‐small cell lung cancer (NSCLC) harbouring EGFR mutations. Recent studies have revealed that CAF activation contributed to tumour cell resistance to the EGFR‐targeted therapies.^10^, ^11^, ^12^, ^13^, ^14^ As the ligand of EGFR, amphiregulin (AREG) is frequently up‐regulated in tumour tissues and has been implicated in fibroblast activation and proliferation.^15^ Therefore, investigating the regulatory mechanism underlying the AREG/EGFR axis in tumour cell–CAF interactions may offer new strategies to overcome resistance to EGFR‐targeted therapies in CRC.

Serine/threonine protein kinase 25 (STK25), also known as SOK1 or YSK1, plays critical roles in multiple biological processes, including lipid and glucose metabolism,^16^, ^17^, ^18^ inflammatory response,^19^ cell polarisation and migration, cell death and tumour progression.^20^, ^21^, ^22^, ^23^, ^24^, ^25^ STK25 deficiency enhances systemic glucose tolerance and increased insulin sensitivity,^16^ indicating that STK25 may serve as a potential therapeutic target for type 2 diabetes. STK25 could mediate inflammation through TLR‐induced activation of IRF5 in immune cells.^19^ Previous study has demonstrated that STK25 regulated Golgi morphology and involved in neuronal polarisation and migration. In addition, STK25 expression promotes apoptotic cell death following chemical anoxia, which depends on its translocation from the Golgi apparatus to the nucleus.^25^

The role of STK25 in different tumour types remains controversial. STK25 exhibited elevated expression and promoted tumour progression in prostate cancer, HCC and CRC. However, STK25 functioned as a tumour suppressor in neuroblastoma, pancreatic ductal adenocarcinoma (PDAC), breast cancer and CRC.^25^, ^26^ Our previous studies showed that high STK25 levels inhibited cell proliferation by attenuating glycolytic activity, whereas loss of STK25 induced autophagic processes through activation of the JAK2/STAT3 pathway.^20^, ^21^ Additionally, our previous study revealed that STK25 deficiency up‐regulated PD‐L1 expression to inhibit the anti‐tumour immune response and facilitate the sensitivity of CRC to immune checkpoint blockade (ICB) therapy.^27^ Nevertheless, the role of STK25 in regulating stromal components, particularly CAFs, within the TME remains largely unexplored.

In this study, we found the crucial role of STK25 in CAF‐mediated CRC progression and cetuximab resistance. We demonstrated that STK25 depletion in CRC cells promoted CAF activation, which facilitated CRC progression through the AREG/EGFR signalling axis. Mechanistically, STK25 regulated AREG expression at the transcriptional level in an NF‐κB‐dependent manner. Moreover, up‐regulation of STK25 or anti‐AREG antibody treatment effectively overcame CAF‐induced cetuximab resistance in CRC cells. Collectively, our findings highlighted STK25 as a promising therapeutic target and provided potential strategies to overcome cetuximab resistance in CRC patients.

## 2 MATERIALS AND METHODS

### 2.1 Patients and tissue samples

A human CRC tissue microarray containing 60 patient samples was obtained from Shanghai Outdo Biotech. Paired CRC specimens and normal tissues were collected from the Department of Gastrointestinal Surgery IV at Peking University Cancer Hospital & Institute for western blot (Table S1) and qRT‐PCR (Table S2) analysis. Additionally, tumour samples prepared for immunohistochemistry (IHC) were obtained from cetuximab‐sensitive and cetuximab‐resistant CRC patients (Table S3). Additionally, tumour tissues for organoid establishment were obtained from CRC patients who underwent surgical resection without neoadjuvant therapy (Table S4). Comprehensive clinicopathological information, including TNM stage and histological subtype, was available for all enrolled patients. All experimental procedures were conducted in accordance with the Declaration of Helsinki and were approved by the Research Ethics Committee of Peking University Cancer Hospital & Institute (2021KT136), and written informed consent was obtained from all patients.

### 2.2 Primary fibroblast isolation

Primary CAFs and normal fibroblasts (NFs) were isolated from the tumour and matched adjacent normal tissues derived from patients without receiving neoadjuvant therapy. Briefly, tissues were dissected into pieces of approximately 2 mm^2^, and tissue fragments were maintained in 10 cm culture dishes for approximately 4 weeks with medium renewed every 2 days until fibroblasts migrated out from the tissue pieces. Cells were then harvested using trypsin (LVN1006; Livning, China) and expanded for experiments within six passages.

### 2.3 In vivo tumourigenesis assays

Animal studies were approved by the Ethics Committee of Peking University Cancer Hospital & Institute (2021KT134). To establish subcutaneous xenografts, 4‐week‐old male BALB/c nude mice were randomly allocated into four groups and subcutaneously injected in the left flank with either indicated RKO cells alone (2 × 10^6^) or in combination with CAFs (1 × 10^6^). Four experimental groups were established: sgCtrl–RKO, sgSTK25–RKO, sgCtrl–RKO + CAFs and sgSTK25–RKO + CAFs (*n* = 8 per group). Tumour growth was monitored at regular intervals, and volume was calculated using the formula *V* = .5 × (short diameter)^2^ × long diameter. After 36 days, mice were sacrificed, and tumours were collected for measurement, weighing and histological evaluation by IHC.

To investigate the sensitivity of cetuximab in vivo, nude mice subcutaneously injected with sgSTK25–RKO cells mixed with CAFs were intraperitoneally injected with 1 mg cetuximab or IgG (*n* = 6 per group). Mice were sacrificed on day 40. Statistical analyses of mice tumour volumes were performed using one‐way ANOVA and two‐way ANOVA.

### 2.4 Statistical analysis

Statistical analyses were conducted using GraphPad Prism 9.5. For comparisons between two independent groups, an unpaired two‐tailed Student's *t*‐test was utilised. For multiple group comparisons, one‐way ANOVA or two‐way ANOVA was applied as appropriate. All experiments were independently repeated at least three times, with results shown as mean ± SD. A *p* value < .05 was considered statistically significant.

### 2.5 Additional experimental procedures

All other experimental procedures are fully described in the Supporting Information: Materials and Methods.

## 3 RESULTS

### 3.1 STK25 depletion in CRC cells promoted the proliferation, migration and activation of CAFs

To determine the effects of STK25 in CRC cells on the regulation of CAF activation, fibroblasts were isolated from tumour tissues (designated as CAFs) and adjacent normal tissues (designated as NFs) of CRC patients (Figure S1A). Western blot assays were performed to characterise the molecular phenotype of NFs and CAFs. The results revealed that the expression of general markers of activated fibroblasts, including fibroblast activation protein (FAP), α‐smooth muscle actin (α‐SMA), vimentin and S100 calcium‐binding protein A4 (S100A4), were markedly up‐regulated in CAFs compared with NFs (Figure S1B). Additionally, RKO and LoVo cells cultured in conditioned medium (CM) from CAFs (CAF‐CM) exhibited increased cell proliferation and migration, compared with CRC cells cultured in CM from NFs (NF‐CM) (Figure S1C–E).

To further investigate whether STK25 participates in CRC cell‐induced CAF activation, an indirect co‐culture system using CM was established. The efficiency of STK25 overexpression and knockdown in CRC cells was confirmed by western blot in CRC cells (Figures 1A and S1F). The results of CCK8 and transwell assays demonstrated STK25 depletion in CRC cells markedly enhanced CAFs proliferation and migration, whereas STK25 overexpression in CRC cells significantly suppressed these effects (Figure 1B,C). Moreover, qRT‐PCR and western blot results showed that CM from STK25‐knockdown CRC cells increased the mRNA and protein levels of FAP, α‐SMA and S100A4 in CAFs. In contrast, CM from STK25‐overexpressing CRC cells exhibited the opposite effects (Figures 1D,E and S1G). Consistent results were further validated by immunofluorescence analysis (Figures 1F and S1H). Collectively, these findings indicated that STK25 silencing in CRC cells facilitated CAF activation.

**FIGURE 1:**
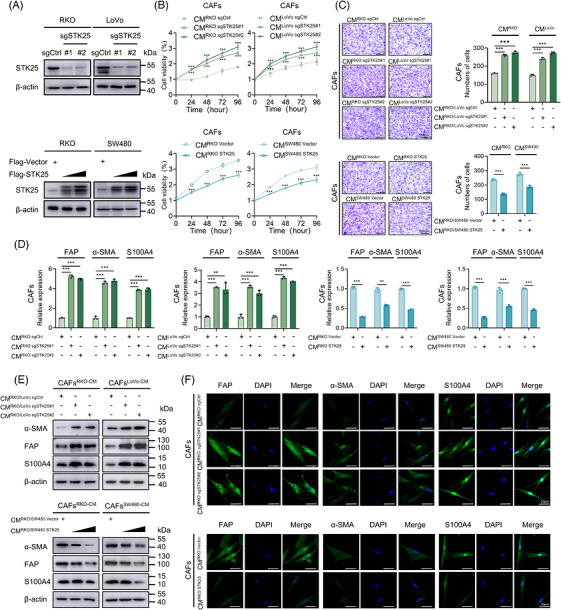
STK25 deficiency facilitated CAF proliferation, migration and activation. (A) Western blot analysis showing CRISPR/Cas9‐mediated STK25 knockout in RKO and LoVo cells, as well as STK25 overexpression in RKO and SW480 cells. (B and C) CCK‐8 (B) and transwell (C) assays used to evaluate CAF proliferation and migration treated with CM from STK25 knockdown or overexpressing colorectal cancer (CRC) cells. Graphs representing the quantification of migrated cells. Scale bar, 200 µm. (D and E) qRT‐PCR (D) and western blot (E) analysis of CAF activation markers, including α‐SMA, FAP and S100A4, following exposure to CM from the indicated CRC cells. (F) Representative immunofluorescence images of α‐SMA, FAP and S100A4 in CAFs cultured with CM from indicated RKO cells. Scale bar, 50 µm. Data are presented as the mean ± SD of at least three independent experiments. One‐way ANOVA and two‐way ANOVA were used for statistical analyses. **p < .01, ***p < .001.

### 3.2 STK25 knockdown‐mediated CAF activation enhanced the proliferation and metastasis of CRC cells

Paracrine communication between CAFs and cancer cells facilitates tumour progression.^28^ To further investigate the reciprocal effects of activated CAFs on CRC cells, CRC cells were incubated in CM collected from CAFs that had been previously exposed to indicated tumour cells for 48 h (Figure 2A).

**FIGURE 2:**
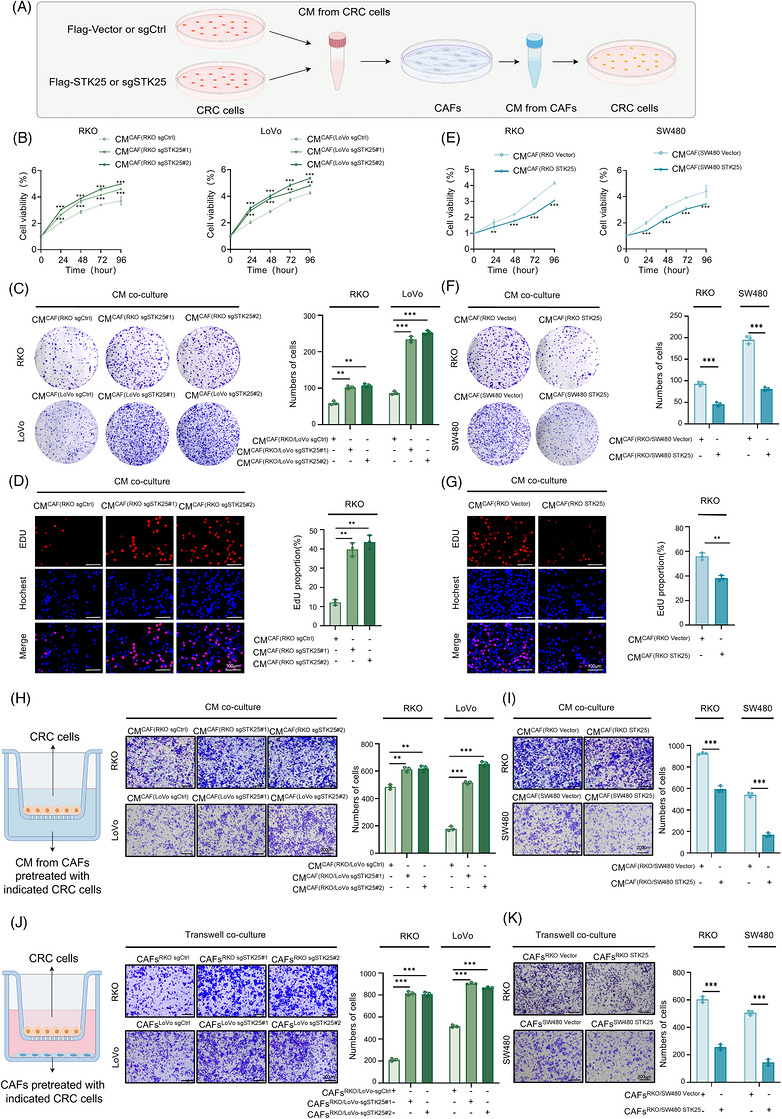
STK25 depletion‐mediated CAF activation promoted the proliferation and metastasis of CRC cells. (A) Schematic illustration of the co‐culture procedures for CRC cells and CAFs. (B–G) CCK‐8, colony formation, and EdU assays determined the proliferation of CRC cells co‐cultured with CM from CAFs stimulated by STK25 silencing (B–D) or STK25‐overexpressing CRC cells (E–G). Graphs showing quantification of colony numbers and the proportion of EdU‐positive cells. Scale bar, 100 µm. (H and I) Transwell assays evaluating migration of CRC cells exposed to CM from CAFs co‐cultured with STK25‐deficient or STK25‐overexpressing CRC cells. (J and K) Transwell migration assays of CRC cells co‐cultured with CAFs pretreated with indicated CRC cells. Graphs representing the quantification of migrated cells. Scale bar, 200 µm. Data are presented as the mean ± SD of at least three independent experiments. One‐way ANOVA and two‐way ANOVA were used for statistical analyses. **p < .01, ***p < .001.

Notably, RKO and LoVo cells incubated with CM from CAFs co‐cultured with STK25‐knockdown CRC cells (CM‐CAF/CRC sgSTK25) exhibited a higher proliferative rate than those with CM from CAFs co‐cultured with control CRC cells (CM‐CAF/CRC sgCtrl) (Figure 2B–D). However, CRC cells cultured in CM from CAFs co‐cultured with STK25‐overexpressing CRC cells (CM‐CAF/CRC STK25) showed reduced proliferation phenotypes (Figure 2E–G). Subsequently, in transwell assays, CM obtained from CAFs co‐cultured with indicated CRC cells was added to the lower chamber, and CRC cells were seeded in the upper chamber. The results demonstrated that the number of migratory CRC cells was significantly increased when cells were stimulated with CM‐CAF/CRC sgSTK25 (Figure 2H). In contrast, CRC cells stimulated with CM‐CAF/CRC STK25 exhibited the opposite trends (Figure 2I). Moreover, the transwell co‐culture system with CRC cells and CAFs, respectively, in the upper and bottom chambers showed similar results. It was shown that CAFs activated by STK25‐silencing tumour cells significantly increased the migration of CRC cells, while CAFs stimulated by STK25‐overexpressing tumour cells showed the opposite effects (Figure 2J,K).

Taken together, these results demonstrated that CAF activation induced by STK25‐knockdown CRC cells facilitated CRC proliferation and migration, indicating STK25 in CRC cells modulated tumour progression by mediating the crosstalk between tumour cells and CAFs.

### 3.3 STK25 down‐regulation enhanced CAF‐mediated CRC growth in vivo

Next, we investigated the role of STK25 in orchestrating CAF‐mediated CRC progression in vivo. sgSTK25–RKO cells or control cells mixed with or without CAFs were subcutaneously injected into nude mice. After 36 days, mice were sacrificed, and the subcutaneous tumour tissues were collected (Figure 3A,B). We confirmed that STK25 expression was markedly decreased in tumour tissues from mice subcutaneously injected with sgSTK25–RKO cells (Figure 3C). Tumour volume and body weight of mice in different groups were measured every 2–3 days. The tumour growth and body weight curves were plotted over time (Figure 3D,E). Our results showed that STK25 knockdown significantly increased tumour weight and volume compared with the control group. Moreover, STK25‐deficient RKO cells co‐injected with CAFs exhibited the most pronounced tumour‐promoting effects, without significant changes in body weight (Figure 3A–F). Subsequently, we assessed the correlation between STK25 expression and CAF activation in tumour tissues by IHC analysis. STK25 expression was negatively correlated with Ki67, α‐SMA, and S100A4 levels in tumour tissues. Notably, tumours generated by CAFs co‐injected with STK25‐knockdown CRC cells exhibited the highest staining intensity of Ki67, α‐SMA and S100A4 (Figures 3G and S2A–C). In general, these results indicated a synergistic effect of CAFs and STK25‐knockdown cancer cells on facilitating CRC progression in vivo.

**FIGURE 3:**
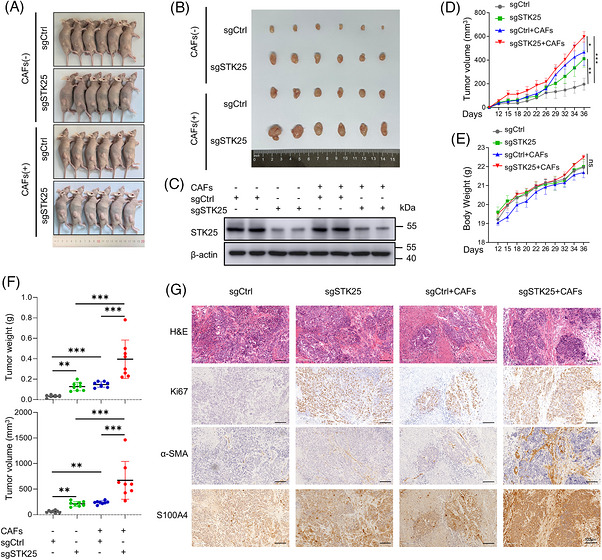
Knockout of STK25 in CRC cells enhanced CAF‐mediated CRC growth in vivo. (A and B) Nude mice were subcutaneously injected with sgSTK25 or sgCtrl–RKO cells mixed with or without CAFs (*n* = 8 per group). Representative images of mass morphology (A) and tumour tissues isolated from mice (B) in different treatment groups were displayed. (C) Western blot analysis of STK25 expression in the tumour tissues from mice. (D and E) Tumour volume and body weight were measured every 2–3 days and the tumour growth curves were plotted over time. (F) Tumour weight and volume of mice were recorded when mice were sacrificed at day 36. (G) Representative haematoxylin and eosin (H&E) images and immunohistochemical (IHC) staining of Ki67, α‐SMA and S100A4 in tumour tissues of mice from different groups. Graphs representing the quantification of IHC staining. Scale bars, 100 µm. One‐way ANOVA and two‐way ANOVA were used for statistical analyses. *p < .05, **p < .01, ***p < .001; ns, not significant.

### 3.4 Knockdown of STK25 in CRC cells promoted CAF activation via the AREG/EGFR axis

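Colorectal tumours induced with azoxymethane and dextran sulphate sodium (AOM/DSS) in mice were read by droplet-based single-cell RNA sequencing from the 3′ end of transcripts. There was 1 library from WT mice and 1 from STK25 knockout mice, each made from a pool of tumours, so that no difference between them has a replicate check. Stk25 (ENSMUSG00000026277; chromosome 1, 93619751 to 93658659 in GRCm38) was present in both libraries. Over all cells, its level was 118 CPM (UMIs of the gene per 1000000 UMIs counted) in the library labelled WT (95% interval 115 to 122) and 127 CPM in the library labelled STK25 knockout (124 to 130), a log2 ratio of 0.11 (0.05 to 0.16). In cancer cells it was 169 and 157 CPM, a log2 ratio of −0.11 (−0.16 to −0.05). The share of cancer cells with a UMI of Stk25 was 51.5% and 58.0%, at median depths of 4671 and 5116.5 UMIs per cell, against 5.35% and 7.55% of B cells, at median depths of 935 and 1215.5. With every cell thinned to 1000 UMIs, the shares of cancer cells were 16.8% and 17.2%, leaving out 74 and 76 cells. In fibroblasts and pericytes taken together, Stk25 was at 50.9 and 87.7 CPM, a log2 ratio of 0.79 (0.46 to 1.12). At 1000 UMIs per cell, 4.17% and 7.95% of that class had a UMI of Stk25, leaving out 148 and 145 cells, close to 4.096% and 6.08% of B cells, leaving out 957 and 218, so RNA from outside the cells is not excluded as a source of that rise. The counts are per gene, and the knockout allele is not described in the sources used here; if it leaves the 3′ end of the transcript in place, these UMIs check nothing about the genotype. Each library is therefore named by its label throughout, and every direction below is that of the labels. The values are raw UMI counts from Cell Ranger 7.1.0 on mm10. Cells with at least 200 genes and at most 25% mitochondrial UMIs were kept, 12270 of 12542 barcodes in the library labelled WT and 13883 of 14168 in the library labelled STK25 knockout. The median depth was 1383 and 2091 UMIs per cell. Intervals are exact, Poisson for summed UMIs, Clopper-Pearson for shares and conditional binomial for ratios, and cover counting error only. The sample records mention a sort by mCherry, which the paper's text does not describe; what was sorted is not given in the sources used here.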

To further explore the underlying mechanisms by which STK25 regulates the crosstalk between CRC cells and CAFs, we analysed our previously published single‐cell RNA sequencing (scRNA‐seq) data of AOM/DSS‐induced colorectal tumours from wild‐type (WT) and STK25 global knockout (STK25^−/−^) mice, which are available from the NCBI GEO database (GSE277814).

Unsupervised t‐distributed stochastic neighbour embedding (tSNE) analysis identified seven cell clusters in CRC tissues according to the specific cell markers, including epithelial cells (cancer cells), endothelial cells, fibroblasts, B cells, T cells, macrophages and neutrophils. 

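With clusters named by the marker sets, cancer cells, neutrophils and macrophages took up more of the library labelled STK25 knockout, and T and B cells less. Cancer cells are the clusters with epithelial markers such as Epcam, Krt8 and Cdh1, and whether each cluster is malignant was not tested. They made up 19.1% of cells in the library labelled WT (18.4 to 19.8) and 32.4% in the library labelled STK25 knockout (31.6 to 33.2). In settings chosen after the data were seen, counting the clusters that no marker set named as cancer cells kept that order, at 37.0% and 50.2%. It turned, to 58.4% and 50.8%, only when the largest T or NK cell cluster, led by the T cell genes Lef1, Themis and Tcf7, was counted as cancer cells too. Neutrophils made up 1.87% and 11.7%, a ratio of 6.24 (5.45 to 7.19). Macrophages made up 2.82% and 8.36%, a ratio of 2.97 (2.64 to 3.34), and endothelial cells 3.85% and 5.94%, a ratio of 1.54 (1.38 to 1.73). T or NK cells fell from 32.4% to 10.5%, and B cells from 13.6% to 4.77%. The change in T cells came mostly from a cluster led by Lef1, Themis and Tcf7, with 2619 cells of the library labelled WT and 90 of the other, while a cluster led by Icos and Ctla4 had 1172 and 1047 cells. Among neutrophils, a cluster led by S100a9, Ngp and Retnlg had 32 and 860 cells. A macrophage cluster led by Inhba had 123 and 709 cells, and the main B cell cluster, led by Pax5 and Bank1, had 1462 and 367. Clusters that no marker set named held 17.9% and 17.8% of cells. They were mainly a cluster led by Gpx2, Epcam and Muc13, with 2003 and 215 cells, and a cluster led by Sval1, Spink4 and Agr2, with 197 and 2253 cells, at median depths of 706.5 and 824.5 UMIs per cell. The shares are of 12270 and 13883 cells.

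**Figure D1:**
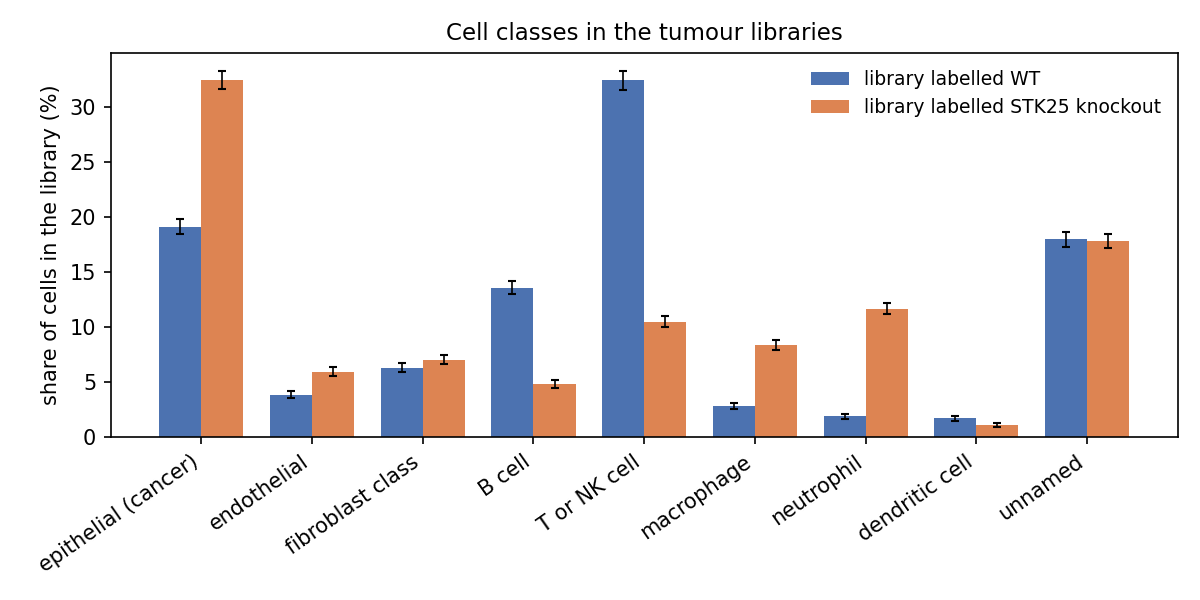
Share of cells in each class (%, y axis) in the library labelled WT and the library labelled STK25 knockout, with exact 95% intervals for counting error. Neutrophils stand at 1.87% and 11.7%, and T or NK cells at 32.4% and 10.5%.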

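The fibroblast class held nearly the same share of both libraries. It joined a cluster led by Adamdec1, Bmp4 and Tcf21, a cluster led by Dcn, Lum and Pi16, and a cluster of pericytes or smooth muscle led by Tagln, Acta2 and Rgs5. It made up 6.29% of cells in the library labelled WT (772 cells, 5.87 to 6.74) and 7.02% in the library labelled STK25 knockout (975 cells, 6.60 to 7.46), a ratio of 1.12 (1.02 to 1.22). The fibroblast-like clusters alone made up 5.53% and 5.82%, a ratio of 1.05 (0.953 to 1.16), and pericytes or smooth muscle held 94 and 167 cells, a ratio of 1.57 (1.22 to 2.04). Of the cells in named classes, the fibroblast class made up 7.67% and 8.54%. The interval of the ratio counts cells of these 2 libraries and not differences between mice.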

Compared with WT mice, we observed a slight increase in the proportion of CAFs in STK25^−/−^ mice tumours (Figure 4A, B). 

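Within the fibroblast class, vascular CAFs took a larger share in the library labelled STK25 knockout, by an amount that depends on the cell filter, and the direction for inflammatory CAFs depends on how 1 subcluster is named. Vascular CAFs, a subcluster with Notch3 and Rgs5, made up 5.44% of the class in the library labelled WT (42 of 772 cells) and 9.33% in the library labelled STK25 knockout (91 of 975), a difference of 3.89 percentage points (1.35 to 6.39), which was 1.21 points with at least 500 genes and at most 10% mitochondrial UMIs per cell. Inflammatory CAFs, with markers such as Cxcl12, Clec3b and Pi16, made up 57.8% and 52.6%, a difference of −5.16 points (−9.90 to −0.378), which was −1.27 points with no cell filter and −0.705 points with doublets removed. Among them, a subcluster led by Adamtsl3, Kcnn3 and C7 had 89 and 51 cells, and a subcluster led by Myoc and Angptl1 had 38 and 90. The former lay closest to the median subcluster, 2.58 points above it in the mean share of cells over the inflammatory markers. With it left unnamed, a setting chosen after the data were seen, inflammatory CAFs made up 46.2% and 47.4%, a difference of 1.14 points in the other direction. Myofibroblastic CAFs, with markers such as Acta2, Tagln and Postn, made up 5.70% and 5.33%, a difference of −0.366 points (−2.66 to 1.85), which was not detectable at this number of cells. They were a subcluster led by Sox6, Bmp5 and Procr (25 and 29 cells) and a subcluster led by Hhip and the smooth muscle markers Actg2, Myh11 and Cnn1 (19 and 23 cells), with a UMI of Acta2 in 51.9% and 92.9% of their cells. No subcluster was named as antigen-presenting CAFs, which sets no limit on the share of single cells of that subtype. Cd74, a marker of that subtype, had a UMI in 31.1% and 51.3% of the fibroblast class, at median depths of 2118.5 and 2446 UMIs per cell, and in 31.8% and 52.8% of T or NK cells, at 1381 and 1736; it was read as background. A subcluster led by Upk3b, Msln and Slpi, which lay nearest to the antigen-presenting markers, had 0 and 10 cells (1.03% of the class in the library labelled STK25 knockout); it stayed unnamed because 3 mesothelial markers and 1 antigen-presenting marker were among its leading genes. A subcluster led by Mmp13, Mmp10, Il11 and Inhba, nearest to the myofibroblastic markers, had 12 and 43 cells and stayed unnamed because of the epithelial marker Cldn7 among its leading genes. Unnamed subclusters held 31.1% and 32.7% of the class.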

Further subcluster analysis of CAFs revealed that STK25 knockout led to an increased proportion of the antigen‐presenting CAFs and vascular CAFs subpopulations, accompanied by a decreased proportion of myofibroblastic CAFs (myCAFs) and inflammatory CAFs (Figure S3A,B). To explore the differential interactions between tumour cells and CAFs in WT and STK25^−/−^ mice, we applied CellChat to visualise the communication number and strength of interactions. The analysis revealed that STK25 deletion substantially increased the number of interactions, but without significantly altering the overall communication strength between tumour cells and CAFs (Figure 4C).

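From cancer cells to the fibroblast class, 8 of 124 listed ligand-receptor pairs were detected in the library labelled WT and 12 in the library labelled STK25 knockout. The 8 pairs were found in both, among them Areg-Egfr, Hbegf-Egfr, Pdgfa-Pdgfra, Lamb3-Dag1, Lama3-Dag1, Gas6-Axl and App-Cd74. The 4 further pairs were Mif-Ackr3, Mif with Cd74 and Cd44, Lamb3-Cd44 and Lgals9-Cd44. A pair was detected when over 25% of cancer cells had a UMI of the ligand and over 25% of the fibroblast class a UMI of every receptor subunit; the CellChat model and its communication strength were not run here. In the fibroblast class, Cd44 was at 100.3 and 159 CPM, a log2 ratio of 0.66 (0.43 to 0.90). Its share of cells crossed the threshold, from 19.4% to 25.1%, against 8.83% and 10.7% of B cells, which had median depths of 935 and 1215.5 UMIs per cell against 2118.5 and 2446. Thinned to 1000 UMIs per cell, 9.62% and 13.1% of the fibroblast class had a UMI of Cd44, leaving out 148 and 145 cells, against 8.05% and 7.21% of B cells, leaving out 957 and 218. Mif in cancer cells was at 473 and 602 CPM, a log2 ratio of 0.35 (0.32 to 0.38), with 53.2% and 65.0% of cancer cells and 21.1% and 34.7% of B cells holding a UMI. At 1000 UMIs per cell, 20.3% and 30.2% of cancer cells had a UMI of Mif, leaving out 74 and 76 cells, and 17.7% and 25.7% of B cells, so the rise is not particular to cancer cells. The pairs App-Cd74 and Mif with Cd74 and Cd44 rest in part on Cd74, whose share in the fibroblast class is read as background. The counts were 8 and 12 at a resolution of 0.5 and 9 and 12 with at least 500 genes and at most 10% mitochondrial UMIs per cell, but 8 and 9 with no cell filter and at a resolution of 2, and 9 and 9 with doublets removed. With every cell thinned to 1000 UMIs, 0 and 1 pairs passed the threshold, so the counts depend on depth.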

**FIGURE 4:**
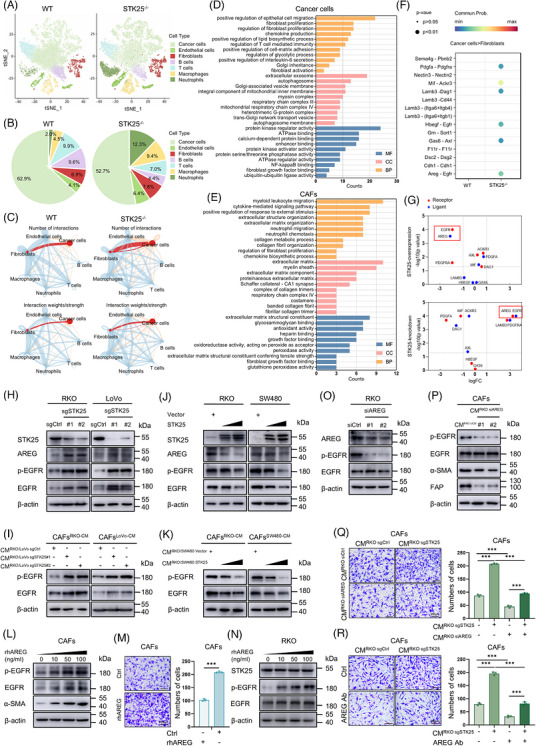
STK25‐mediated communication between tumour cells and CAFs depended on the AREG/EGFR axis. (A) tSNE plot of cell subsets acquired from the single‐cell RNA sequencing (scRNA‐seq) data of CRC tumours in WT and STK25^−/−^ mice treated with AOM/DSS (GEO accession number GSE277814). (B) The proportions of each cell type in AOM/DSS‐induced tumours of WT and STK25^−/−^ mice. (C) Cell–cell communication analysis among different cell types was performed using CellChat. The communication number and strength of interactions were visualised. (D and E) Gene Ontology (GO) enrichment analysis of differentially expression genes (DEGs) in cancer cells (D) and CAFs (E) from the scRNA‐seq dataset. (F) CellChat analysis used to predict enriched ligand–receptor pairs between cancer cells and CAFs. (G) mRNA levels of ligand and receptor genes were detected by qRT‐PCR in STK25‐overexpressing or STK25‐knockdown CRC cells and co‐cultured CAFs. A volcano plot illustrating fold changes and *p* values of the ligand and receptor genes. (H and I) Western blot analysis of the expression of STK25, AREG, p‐EGFR and EGFR in STK25‐knockdown CRC cells (H), as well as p‐EGFR and EGFR in co‐cultured CAFs (I). (J and K) The expression of indicated proteins in STK25‐overexpressing CRC cells transfected with 2 or 4 µg Flag‐STK25 plasmid (J) and co‐cultured CAFs (K). (L) The expression of p‐EGFR, EGFR and α‐SMA in CAFs treated with recombinant human AREG (rhAREG). (M) Transwell migration assays of CAFs under the treatment of rhAREG. Scale bars, 200 µm. (N) Western blot analysis of p‐EGFR and STK25 expression in RKO cells co‐cultured with CAF pretreated with rhAREG. (O and P) The levels of indicated proteins in AREG‐depleted RKO cells (O) and co‐cultured CAFs (P). (Q and R) Transwell assays to detect the migration of CAFs co‐cultured with CM from sgSTK25 CRC cells transfected with siAREG (Q) or treated with AREG antibody (R). Graphs representing the quantification of migrated cells. Scale bars, 200 µm. Data are presented as the mean ± SD of at least three independent experiments. One‐way ANOVA were used for statistical analysis. ***p < .001.

Next, functional enrichment analysis was performed on the differentially expressed genes (DEGs). Gene Ontology (GO) enrichment analysis of tumour cells revealed that the DEGs were significantly enriched in biological processes related to fibroblast proliferation, regulation of fibroblast proliferation and fibroblast activation (Figure 4D). Similarly, GO enrichment analysis of CAFs indicated that the DEGs were associated with pathways involving extracellular structure organisation, ECM organisation, regulation of fibroblast proliferation, ECM and ECM structural constituents (Figure 4E). Collectively, these results suggested that STK25 depletion in tumour cells may modulate CAF activity in the TME, leading to tumour progression.

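In cancer cells, Hoxd11, Hoxd13 and Klk15 were among the 10 largest log2 ratios upwards in the library labelled STK25 knockout, and Krt6b, Sprr2d and Psca among the 10 largest downwards. Hoxd11 was at 9.82 and 67.3 CPM, a log2 ratio of 2.78 (2.58 to 2.98), and 6.19% and 29.8% of cancer cells had a UMI, against 0.420% and 2.57% of B cells. Hoxd13 had a log2 ratio of 2.48, and Klk15 one of 2.55, with a UMI in 18.1% of cancer cells of the library labelled STK25 knockout against 0.604% of B cells. Slpi had a log2 ratio of 2.76 and a UMI in 25.4% of cancer cells against 18.3% of B cells. Retnlg (4.41), S100a9 (3.03), Pyy (3.69) and the defensin genes Defa34 (3.88), Defa24 (3.24) and Defa30 (2.67) completed the 10 largest log2 ratios. Retnlg, S100a9 and Pyy had UMIs in 24.1%, 61.7% and 27.7% of cancer cells and in 26.1%, 66.0% and 26.3% of B cells, and are read as background; for S100a9, low expression in cancer cells is not excluded. The defensin genes are near-identical paralogs that can share reads, and Defa30 had a UMI in 2.93% of cancer cells and 3.32% of B cells. Sprr2d (−5.62), Ppbp (−5.10), Krt6b (−7.59), Psca (−4.57), Ltf (−4.12), Krt16 (−4.22), Krt6a (−3.15) and Prss27 (−2.96) were among the 10 largest ratios downwards, with BC037156 (897 and 0 UMIs) and Gpatch2 (−7.61). Psca, Sprr2d, Ltf, Ppbp and Prss27 led a cluster of 18 cells in the library labelled WT and 2 in the other. Genes of fibroblast proliferation, a list of 40, had a median log2 ratio of 0.07 (−0.05 to 0.09), with 21 above 0 and 19 below. That median lay at the 95.8th percentile of 10000 random lists of like expression, whose own median was −0.07. Its members with the most UMIs were Anxa2 (0.15), Jun (−0.15), Gstp1 (0.49) and Cd74 (1.44). Cd74 had a UMI in 42.4% and 64.1% of cancer cells, and in 31.8% and 52.8% of the shallower T or NK cells. Per cell, Cd74 had 2.52 and 7.17 UMIs in cancer cells against 0.459 and 1.01 in T or NK cells. How much of its rise in cancer cells is background was not tested. B cells were shallower than cancer cells, at median depths of 935 and 1215.5 UMIs against 4671 and 5116.5. Gene Ontology enrichment was not repeated, since with 1 library per genotype no list of differentially expressed genes was called.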

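In the fibroblast class, structural matrix genes changed little, and slightly more of them were lower in the library labelled STK25 knockout. Dcn was at 6051 and 5619 CPM, a log2 ratio of −0.11 (−0.14 to −0.07), Col3a1 at 3182 and 2882 CPM (−0.14) and Col1a2 at 1799 and 1506 CPM (−0.26), while Sparc was higher, at 2008 and 2272 CPM (0.18). Over the list of 36 structural matrix genes, the median log2 ratio was −0.10 (−0.12 to −0.05), with 22 genes below 0 and 14 above. That is the 0.600th percentile of random lists, whose median was 0.08. As a mean over cells the list's median was 0.039, of the opposite sign. Genes of matrix remodelling, a list of 20, had a median of 0.24 (0.10 to 0.29; 97.5th percentile), with Serpinh1 at 0.35, Timp2 at −0.27, Timp3 at 0.16 and Mmp2 at −0.08. Genes of fibroblast proliferation had a median of 0.05 (−0.05 to 0.14; 64.1st percentile), with Jun at 0.00, Anxa2 at 0.63, Gstp1 at 0.33 and Cd74, read as background, at 1.53. Among single genes, Mmp13 (10.7 and 268 CPM), Mmp10 (8.40 and 191 CPM), Saa3 (19.1 and 220 CPM) and Il1rl1 (8.87 and 105 CPM) were higher in the library labelled STK25 knockout. Mmp13 and Mmp10 came from few cells, with a UMI in 2.05% and 2.15% of the class in that library. Retnlg, S100a8, S100a9, Ifitm6 and Cxcl2 were also among the 10 largest. Their shares are read as background, since Retnlg, S100a8, Ifitm6 and Cxcl2 had UMIs in 25.1%, 51.7%, 2.56% and 64.7% of the class and in 26.1%, 58.8%, 2.57% and 61.2% of the shallower B cells, and S100a9 in a smaller share than of B cells. For S100a9 expression in some cells of the class is not excluded, with a mean of 2.97 UMIs per cell against 1.25 in B cells, at mean depths of 3273 and 1391 UMIs per cell. Alox5ap had a UMI in 9.85% of the class and 6.65% of B cells. Lower genes were C7 (212 and 11.6 CPM), Lsamp (264 and 52.6 CPM), Inmt (155 and 34.5 CPM), Tenm2 (21.0 and 5.01 CPM), Sult1e1 (69 and 0 UMIs) and Gpatch2 (53 and 1 UMIs). Skap1, Grap2 and Bank1, which mark lymphocytes, were also among the 10 largest ratios downwards, with log2 ratios of −2.59, −2.44 and −2.11.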

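Markers of CAF activation did not move together. Vim (chromosome 2, 13573927 to 13582826 in GRCm38) was higher in the fibroblast class of the library labelled STK25 knockout, at 1249 and 1805 CPM, a log2 ratio of 0.53 (0.46 to 0.60). Acta2 was at 382 and 883 CPM over the class, a log2 ratio of 1.21 (1.10 to 1.32). Pericytes or smooth muscle carried that rise, from 2269 to 4830 CPM, while in the fibroblast-like clusters alone Acta2 fell from 131 to 88.8 CPM. S100a4 was lower, at 211 and 179 CPM, a log2 ratio of −0.24 (−0.42 to −0.06). Fap was at 25.2 and 23.5 CPM, a log2 ratio of −0.10 (−0.62 to 0.43), a difference not detectable at 54 and 75 UMIs. Tagln had a log2 ratio of 0.88 and Postn one of −0.07. The list of 10 CAF activation genes had a median log2 ratio of 0.04 (−0.04 to 0.18; 50.4th percentile of random lists). From its results taken together, the paper proposes that loss of STK25 in tumour cells may modulate CAF activity in the TME and lead to tumour progression.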

Furthermore, to identify potential cellular interactions between tumour cells and other cells induced by STK25 depletion, we performed an analysis according to receptor–ligand interactions using the scRNA‐seq data. 

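From cancer cells to endothelial cells, 11 of the 124 listed pairs were detected in the library labelled WT and 12 in the library labelled STK25 knockout, of which 9 were shared. Vegfa-Flt1 and Vegfa-Kdr were detected in the library labelled WT alone. Sema3c with Nrp1 and Nrp2, Sema3c with Nrp1 and Plxna2, and Sema3c-Plxnd1 were detected in the library labelled STK25 knockout alone. Between cancer cells themselves, 21 and 23 pairs were detected, with Efnb1-Ephb4 and Efnb2-Ephb4 added in the library labelled STK25 knockout. Macrophages as the target gave 8 and 10 pairs, neutrophils 6 and 9, T or NK cells 2 and 6, and B cells 2 and 4. Over all sources and targets, 320 and 519 detections were counted, with 261 in both libraries. Cells of these target classes were deeper in the library labelled STK25 knockout, and the share of cells with a UMI rises with depth. Glia, which were shallower there (median 1974 and 1353 UMIs per cell), gave 12 and 5 pairs as the target. They held only 27 and 35 cells, too few to weigh the effect of depth.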

The results showed that the enriched ligand–receptor pairs predicted by CellChat were significantly increased in the STK25^−/−^ group compared with the STK25 WT group, especially between the cancer cells and endothelial cells, as well as fibroblasts (Figure S3C). PDGFA–PDGFRA, MIF–ACKR3, LAMB3–DAG1, HBEGF–EGFR, GAS6–AXL and AREG–EGFR were enriched ligand–receptor pairs between cancer cells and fibroblasts (Figure 4F), which were also involved in “regulation of fibroblast proliferation” identified by GO enrichment analysis in these two cell populations (Figure 4D,E). Among them, AREG and EGFR exhibited the most significant changes, as validated by qRT‐PCR analysis in CRC cells and CAFs, respectively (Figures 4G and S3D).

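Of the 6 pairs, 5 were detected in the library labelled WT and all 6 in the library labelled STK25 knockout; Mif-Ackr3 was the exception, with Ackr3 close to the threshold of 25% of cells. With at least 500 genes and at most 10% mitochondrial UMIs per cell, and with doublets removed, Ackr3 had a UMI in 26.8% and 25.2% of the fibroblast class in the library labelled WT, and all 6 pairs were detected there too. Areg (chromosome 5, 91139599 to 91148432 in GRCm38) was lower in cancer cells of the library labelled STK25 knockout, at 314 and 260 CPM, a log2 ratio of −0.27 (−0.31 to −0.22). The size of that ratio depends on the processing. It was −0.13 and −0.11 with each cell thinned to 1000 and 500 UMIs, and −0.36 with doublets removed. With the unnamed clusters and the largest T or NK cell cluster counted as cancer cells, chosen after the data were seen, it was −0.068. Egfr (chromosome 11, 16752203 to 16918158) was lower in the fibroblast class, at 253 and 214 CPM, a log2 ratio of −0.25 (−0.41 to −0.08). Areg had a UMI in 43.7% and 45.2% of cancer cells, against 8.11% and 9.82% of B cells. The order of the shares goes against the CPM and follows the depth, since with 1000 UMIs per cell they were 19.3% and 17.4%, leaving out 74 and 76 cells. Egfr had a UMI in 34.5% and 35.7% of the fibroblast class, against 3.66% and 3.93% of B cells, and in 17.8% and 16.9% after thinning, which left out 148 and 145 cells. The cancer cell class was named by epithelial markers, and whether each of its clusters is malignant was not tested. Areg was lower in its clusters led by Car4 and Slc26a3 (512 and 420 CPM) and by Cftr and Muc3 (278 and 176 CPM). It was also lower in those led by Ly6d and Saa1 (647 and 596 CPM) and by Muc2 and Lyz1 (143 and 112 CPM). In the cluster led by Krt36 and Klk15 it was at 284 and 179 CPM. Areg was slightly higher in the largest cancer cluster, led by Nkd1 and Lgr5 (102 and 115 CPM, 685 and 1217 cells). In the smallest cancer clusters it was at 39.9 and 40.0 CPM (led by Dclk1 and Chga) and at 119 and 115 CPM (led by Psca and Sprr2d). Hbegf in cancer cells had a log2 ratio of −0.31 (−0.36 to −0.26), Pdgfa of −0.09 (−0.16 to −0.02), Lamb3 of −0.14 (−0.20 to −0.07) and Gas6 of 0.14 (0.06 to 0.22). Of the receptors in the fibroblast class, Pdgfra was lower, at 378 and 255 CPM, a log2 ratio of −0.57 (−0.71 to −0.43). Dag1 (−0.04, −0.26 to 0.19), Axl (−0.06, −0.26 to 0.14) and Ackr3 (0.033, −0.16 to 0.22) did not differ beyond counting error. Ackr3 had a UMI in 23.6% and 27.1% of the fibroblast class, and in 14.7% and 14.2% after thinning. Over the list of EGFR ligands and receptors in cancer cells, all 10 genes past the minimum were lower, with a median log2 ratio of −0.33 (−0.42 to −0.28; 4.93rd percentile of random lists, whose median was −0.09); Egfr itself had −0.53 and Erbb3 −0.35. Genes induced by tissue dissociation were lower in cancer cells by about as much, with a median of −0.28 (0.130th percentile) and 15 of 18 genes below 0, so a difference in sample handling is not excluded as a source of this fall. In the fibroblast class the list of EGFR ligands and receptors had a median of 0.42 (0.18 to 0.67; 98.8th percentile), with Ereg at 0.34. Epithelial lists were higher there by as much, colonocyte genes with a median of 0.51 (above all random lists) and goblet cell genes with 0.42 (99.5th percentile), so RNA of epithelial cells is not excluded as a source of that rise. Epcam had a UMI in 50.7% and 67.1% of the cells in the fibroblast-like clusters and in 52.3% and 66.3% of B cells, at median depths of 2149.5 and 2500.5 against 935 and 1215.5 UMIs per cell. T or NK cells, a class whose clusters differ between the libraries, held more Areg than cancer cells in the library labelled STK25 knockout, at 214 and 905 CPM. From T or NK cells to the fibroblast class, Areg-Egfr was detected in that library alone. T or NK cells were also deeper there (median 1381 and 1736 UMIs per cell). Over all cells, Areg was at 234 and 246 CPM, a log2 ratio of 0.07 (0.03 to 0.11).

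**Figure D2:**
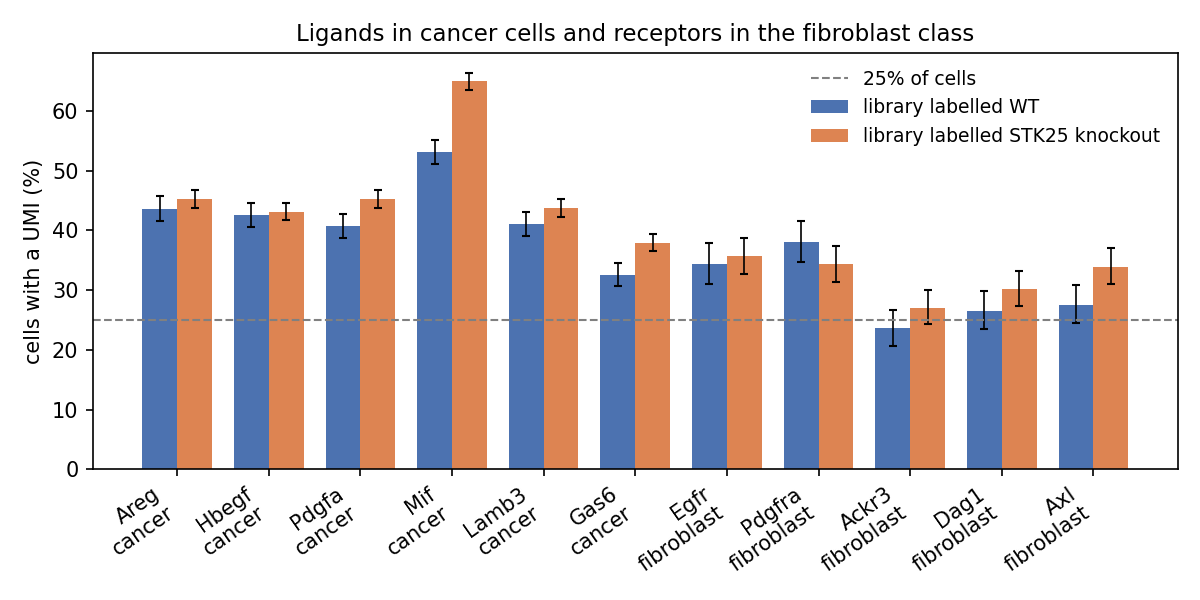
Share of cells with a UMI (%, y axis) for the ligands in cancer cells and the receptors in the fibroblast class, in each library, with exact 95% intervals; the dashed line marks 25% of cells. Ackr3, at 23.6% in the library labelled WT, is the bar below the line.

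**Figure D3:**
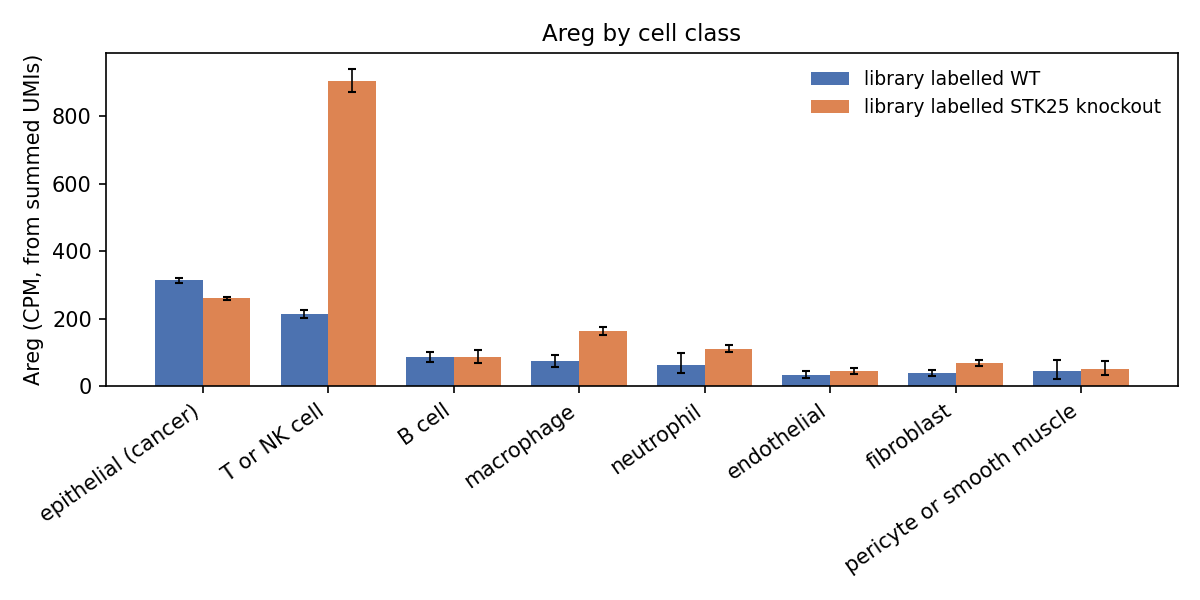
Level of Areg from summed UMIs (CPM, y axis) by cell class in each library, with exact Poisson 95% intervals. Cancer cells stand at 314 and 260, and T or NK cells at 214 and 905.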

Then, we performed in vitro experiments to further examine whether STK25‐mediated communication between tumour cells and CAFs depends on the AREG/EGFR axis. The results showed that STK25 knockdown significantly increased AREG and p‐EGFR expression in tumour cells, as well as elevated p‐EGFR levels in co‐cultured CAFs. In contrast, overexpression of STK25 in tumour cells exhibited the opposite effects (Figures 4H–K and S3E–H). qRT‐PCR analysis revealed consistent changes in AREG and EGFR mRNA levels in cancer cells and CAFs, respectively (Figure S3I). Moreover, as expected, the recombinant human AREG (rhAREG) significantly enhanced p‐EGFR levels and CAF markers in a dose‐dependent manner (Figures 4L and S3J), and promoted CAF migratory capacity (Figure 4M). Interestingly, CAFs pretreated with rhAREG promoted p‐EGFR expression in CRC cells without significant change in STK25 levels (Figure 4N). However, knockdown of AREG expression in tumour cells led to the decrease of p‐EGFR in both tumour cells and CM co‐cultured CAFs, in parallel with a reduction in CAF activation markers (Figures 4O,P and S3K,L). More importantly, AREG silencing in CRC cells or AREG antibody treatment reversed the STK25 depletion‐induced increase of CAF migration (Figure 4Q,R). Taken together, these findings indicated that STK25 restricts CAF activation depending on the AREG/EGFR axis between tumour cells and CAFs.

### 3.5 STK25 loss up‐regulated AREG expression via the NF‐κB signal pathway

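In cancer cells, Nfkb1 was lower in the library labelled STK25 knockout, while NF-κB regulators as a list did not stand apart from random lists. Nfkb1 (chromosome 3, 135584655 to 135691547 in GRCm38) was at 128 and 89.3 CPM, a log2 ratio of −0.52 (−0.59 to −0.45). Rela (chromosome 19, 5637483 to 5648130) was at 40.9 and 37.7 CPM, a log2 ratio of −0.12 (−0.24 to 0.00). Nfkbiz (−0.43) and Bcl3 (−0.33) were lower too, and Nfkbia was higher (0.13). Over 15 NF-κB regulators, 13 of them below 0, the median log2 ratio was −0.27 (−0.35 to −0.20), at the 10.4th percentile of random lists, whose median was −0.12 and whose central 95% ran from −0.34 to 0.13. Over 24 NF-κB targets it was 0.08 (0.00 to 0.15), at the 97.6th percentile of random lists, whose median was −0.10; it was 0.010 with doublets removed and 0.023 with a pseudocount of 10. Of these targets, Lcn2 had a log2 ratio of −0.03 and Cxcl5 of −0.52. Cxcl2 had one of 1.16, with a UMI in 62.2% of cancer cells and 61.2% of B cells of the library labelled STK25 knockout, which is read as background, as B cells were the shallower at 1215.5 against 5116.5 UMIs. Il1b, another target, had a UMI in 43.8% of cancer cells and 46.5% of B cells of that library, and is read as background too. RNA from outside the cells is therefore not excluded as a source of part of the targets' median in cancer cells. In the fibroblast class, the regulators had a median of −0.01 (47.0th percentile) and the targets one of 0.61 (above all random lists), with Nfkbia at 0.85 and Cxcl1 at 1.36 (98.0 and 252 CPM). Among those targets, Cxcl2 and Il1b had shares read as background there. Colonocyte and goblet cell genes were higher in that class as well, with medians of 0.51 and 0.42. RNA of epithelial cells is therefore not excluded as a source of part of the rise of the targets. RNA levels do not measure the activity of NF-κB.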

According to the scRNA‐seq data from colorectal tumours in STK25^−/−^ and WT mice described above, GO analysis suggested a potential role of STK25 in NF‐κB‐related transcriptional processes (Figure 4D). The primary NF‐κB protein complexes responsible for regulating target gene transcription are NFκB1(p50)/RelA(p65) heterodimers, as well as p50 and p65 homodimers. Additionally, the NF‐κB signalling pathway has been reported to modulate CAF activation and contribute to the acquisition of malignant phenotypes.^29^, ^30^ Thus, we sought to determine the regulatory effect of STK25 on the NF‐κB signalling pathway in CRC.

Western blot analysis revealed that STK25 knockdown enhanced the phosphorylation of p50 and p65, and STK25 overexpression produced the opposite effects in CRC cells, with p50 phosphorylation showing a more pronounced effect (Figure 5A,B). As expected, the NF‐κB inhibitor, BAY 11–7082, exerted a cytotoxic effect on CRC cells and inhibited the phosphorylation of p50 and p65 (Figures 5C and S4A). The addition of BAY 11–7082 could reverse the STK25 depletion‐induced increase of p‐p50, p‐p65 and AREG levels, as well as the enhanced CAF migration (Figures 5D and S4B). These data indicated the regulation of AREG by STK25 depends on the NF‐κB signalling pathway. Moreover, the overexpression of p50 and p65 significantly up‐regulated AREG expression at both the protein and mRNA levels, with p50 overexpression exhibiting a more pronounced effect on AREG expression at the mRNA level (Figures 5E,F and S4C). Thus, we investigated whether STK25 modulates AREG expression via p50. The depletion of STK25 could not promote AREG expression when knocking down p50 (Figures 5G and S4D), suggesting the crucial role of p50 in the regulation of STK25 on AREG expression. Additionally, we predicted the potential transcription factors regulating AREG expression using the UCSC, GTRD and Human TFDB databases. The Venn diagram illustrated the overlap of predicted transcription factors regulating AREG expression, including NF‐κB1 (p50), USF1 and STAT3 (Figure 5H). Furthermore, knockdown of STK25 enhanced the nuclear translocation of p50 (Figure 5I). Collectively, these findings suggested that p50 might function as a transcription factor to regulate AREG expression.

**FIGURE 5:**
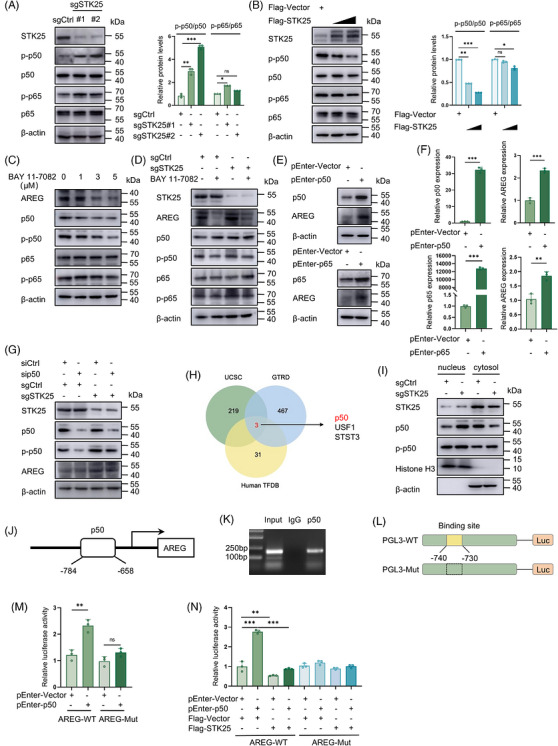
STK25 loss up‐regulated AREG expression via the NF‐κB signalling pathway. (A and B) Western blot analysis of p50, p65, phosphorylated p50 (p‐p50) and p65 (p‐p65) levels in STK25‐knockdown (A) and STK25‐overexpressing (B) CRC cells. (C and D) The expression of indicated proteins in CRC cells treated with BAY 11–7082 (C) or sgSTK25 CRC cells incubated with 5 µM BAY 11–7082 (D). (E and F) Western blot (E) and qRT‐PCR (F) analysis of protein and mRNA expression levels of AREG in CRC cells overexpressing p50 or p65. (G) AREG expression in sgSTK25 CRC cells transfected with sip50. (H) Venn diagram showed overlapping transcription factors predicted to regulate AREG expression from the UCSC, GTRD and Human TFDB databases. (I) p50 expression in nuclear and cytoplasmic fractions in sgCtrl and sgSTK25 CRC cells. (J) The predicted binding site for p50 in the AREG promoter. (K) Chromatin immunoprecipitation (ChIP) assay of p50 binding site at the AREG promoter in RKO cells. (L) Schematic illustration of wild‐type (PGL3‐WT) and mutated (PGL3‐Mut) AREG promoter luciferase reporter constructs. (M and N) Dual‐luciferase reporter assays indicated the effects of p50 overexpression on wild‐type (AREG‐WT) and mutated (AREG‐Mut, −740 to −730) promoter activity (M), and the role of STK25 in modulating this process (N). Data are presented as the mean ± SD of at least three independent experiments. Two‐tailed Student's *t*‐test and one‐way ANOVA were used for statistical analysis. *p < .05, **p < .01, ***p < .001; ns, not significant.

To further elucidate the role of p50 in AREG transcription, a putative p50 binding site within the AREG promoter was predicted using the JASPAR database (http://jaspar.genereg.net/) (Figure 5J). Next, chromatin immunoprecipitation (ChIP) assays revealed that p50 specifically binds to the AREG promoter region (−784 to −658 bp) (Figure 5K). However, no specific binding of p65 to this AREG promoter region was observed (Figure S4E). To precisely map the binding site, a mutant AREG promoter plasmid (AREG‐Mut, −740 to −730 bp) was generated for dual‐luciferase reporter assays (Figure 5L). As expected, overexpression of p50 enhanced the luciferase activity of the wild‐type AREG promoter (AREG‐WT), whereas the mutant promoter (AREG‐Mut) showed no significant promoter activity (Figure 5M). Furthermore, overexpression of STK25 attenuated p50‐mediated transcriptional activity at the AREG‐WT promoter but did not affect the AREG‐Mut promoter (Figure 5N). Taken together, these findings demonstrated that p50 enhances the transcriptional activity of the AREG promoter through direct binding to a specific promoter region, whereas STK25 suppresses this effect.

### 3.6 STK25 overexpression or AREG antibody treatment overcame CAF‐mediated cetuximab resistance in CRC

Cetuximab, a monoclonal antibody targeting EGFR, is widely used for the treatment of RAS wild‐type mCRC.^31^ Given the inhibitory role of STK25 in regulating the AREG/EGFR axis between tumour cells and CAFs, we next examined whether STK25 overexpression or treatment with a neutralising AREG antibody could enhance the anti‐tumour efficacy of cetuximab in CRC cells co‐cultured with CAFs.

The cell viability of RKO cells exposed to cetuximab was assessed using the CCK‐8 assay, with a nonspecific IgG antibody serving as a control. The IC50 of cetuximab for RKO cells was 151.1 µg/mL (Figure S5A), whereas nonspecific IgG exhibited no significant inhibitory effect on cell proliferation. The results showed that RKO cells treated with 30 µg/mL cetuximab or STK25 overexpression resulted in a reduction in cell growth by 18 and 15%, respectively. However, when co‐cultured with CAFs, tumour cells displayed decreased sensitivity to cetuximab. Importantly, overexpression of STK25 in tumour cells partially rescued the sensitivity of cetuximab (Figures 6A and S5B). Similarly, although cetuximab or treatment with a neutralising AREG antibody alone produced limited anti‐proliferative effects on CRC cells co‐cultured with CAFs, the combination of cetuximab and AREG antibody significantly enhanced cetuximab‐induced cytotoxicity in tumour cells (Figure 6B).

**FIGURE 6:**
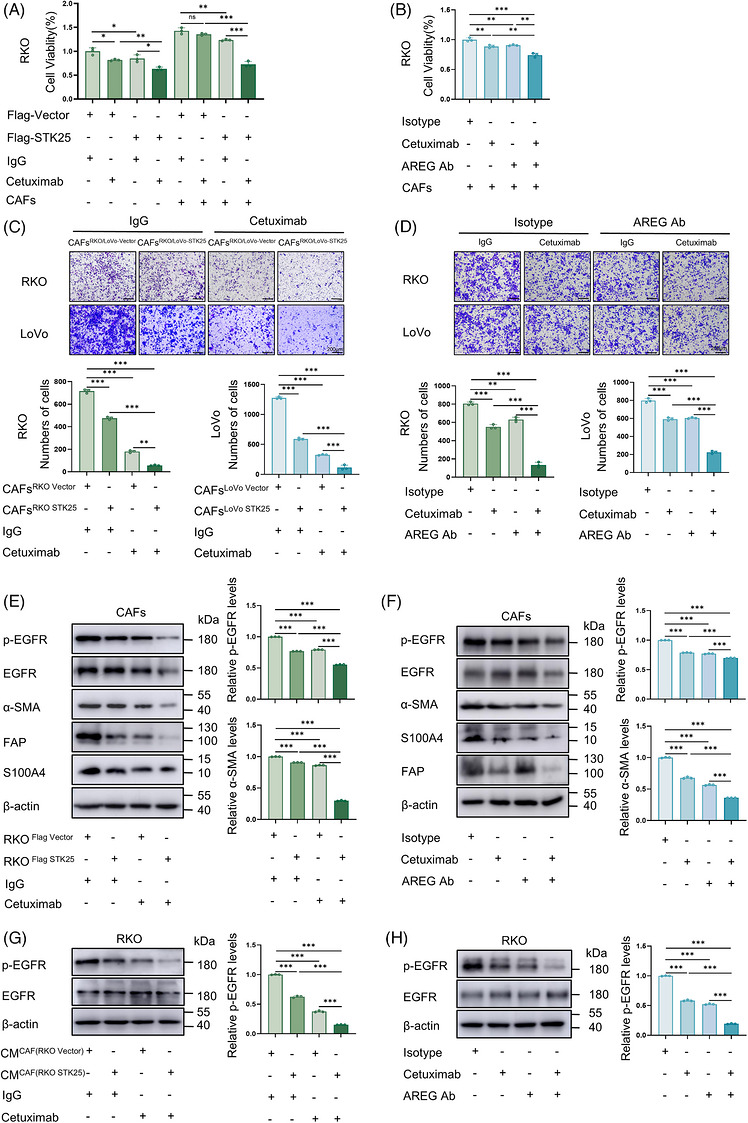
STK25 overexpression or AREG antibody treatment overcame CAF‐mediated cetuximab resistance in CRC. (A) CCK‐8 assays used to evaluate the proliferation of STK25‐overexpressing RKO cells cultured alone or co‐cultured with CAFs in the presence of 30 µg cetuximab. (B) CCK‐8 assays performed to examine the proliferative capacity of RKO cells co‐cultured with CAFs under the combined treatment of AREG antibody and 30 µg cetuximab. (C) Transwell assays to determine the migration of STK25‐overexpressing CRC cells co‐cultured with CAFs under the treatment of 30 µg cetuximab. (D) The migration of CRC cells co‐cultured with CAFs in the presence of AREG antibody and 30 µg cetuximab. Graphs representing the quantification of migrated cells. Scale bars, 200 µm. (E–H) Western blot analysis of the levels of the indicated proteins in CAFs (E and F) and the co‐cultured CRC cells transfected with 4 µg Flag‐STK25 plasmid (G) or treated with AREG antibody (H) upon cetuximab exposure. Data are presented as the mean ± SD of at least three independent experiments. One‐way ANOVA was used for statistical analyses. *p < .05, **p < .01, ***p < .001; ns, not significant.

Subsequently, transwell migration assays demonstrated that cetuximab treatment or STK25 overexpression inhibited the migration of CRC cells that were co‐cultured with CAFs. STK25 overexpression combined with cetuximab treatment exerted the most pronounced inhibitory effect on tumour cell migration, indicating enhanced sensitivity to cetuximab (Figure 6C). Similarly, treatment with a neutralising AREG antibody facilitated the inhibitory effect of cetuximab on CRC cell migration when tumour cells were co‐cultured with CAFs (Figure 6D). Moreover, in vivo experiments demonstrated that tumours derived from CRC cells and CAFs with a relatively low level of STK25 exhibited significant resistance to cetuximab (Figure S5C–F).

We next sought to determine the regulatory effect of STK25 expression or cetuximab treatment on EGFR phosphorylation and CAF activation. In the co‐culture system of CRC cells and CAFs, STK25 overexpression or cetuximab exposure partially inhibited EGFR phosphorylation and the expression of α‐SMA, FAP and S100A4 in CAFs. Moreover, the combination of STK25 overexpression and cetuximab treatment showed the most inhibiting effects on EGFR phosphorylation and CAF activation (Figures 6E and S5G). Consistently, under the treatment of AREG‐neutralising antibody and cetuximab, similar trends were identified in the levels of phosphorylated EGFR and markers of CAF activation (Figures 6F and S5H). Additionally, STK25 overexpression or AREG‐neutralising antibody treatment facilitated the inhibitory effects of cetuximab on EGFR phosphorylation in RKO cells, which were co‐cultured with CAFs (Figure 6G,H).

These results suggested that STK25 overexpression or AREG‐neutralising antibody treatment apparently enhanced the anti‐tumour efficacy of cetuximab on tumour cells in the presence of CAFs.

### 3.7 STK25 overexpression enhanced the therapy response to cetuximab in patients with CRC

To assess the clinical relevance of STK25 in CRC patients, western blot analysis was performed on four paired CRC and adjacent normal tissues. The results revealed that tumours with low STK25 expression exhibited elevated levels of EGFR and p‐EGFR (Figure 7A). Consistently, qRT‐PCR analysis of 11 paired CRC tissue samples further revealed comparatively lower STK25 expression and higher expression of EGFR, α‐SMA and S100A4 in 11 CRC tissue samples compared with those in paired normal tissues (Figure 7B).

**FIGURE 7:**
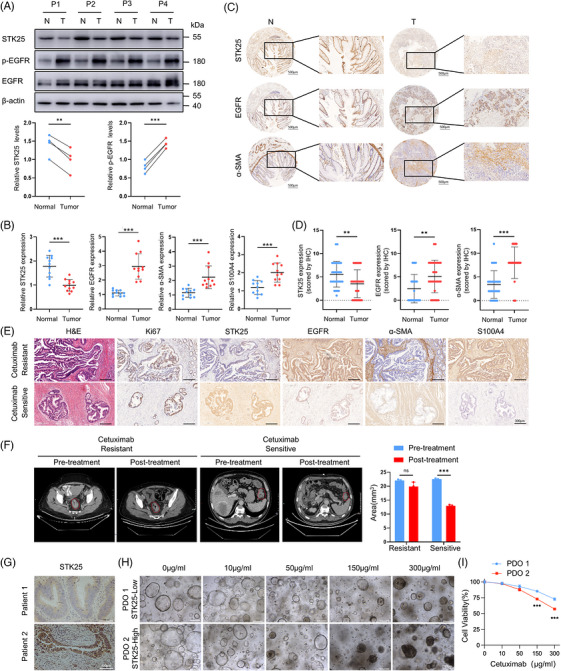
STK25 overexpression enhanced the therapeutic response to cetuximab in patients with CRC. (A) The protein levels of STK25, EGFR and p‐EGFR protein levels in four paired tumour tissues and corresponding adjacent normal tissues from CRC patients. Graphs representing the quantification of the intensity of protein bands. (B) The mRNA levels of STK25, EGFR, α‐SMA and S100A4 in 11 paired tumour tissues and matched adjacent normal tissues. (C and D) Representative IHC staining images (C) and quantification (D) of STK25, α‐SMA and EGFR staining in tumour tissues and adjacent normal tissues from CRC patients. Scale bar, 500 µm. (E) Representative H&E images and IHC staining of Ki67, STK25, EGFR, α‐SMA and S100A4 in CRC tissues from cetuximab‐resistant and cetuximab‐sensitive patients. (F) Representative computed tomography (CT) images of CRC patients from (E) before and after cetuximab therapy. Graphs representing the quantification of tumour volume. Scale bars, 300 µm. (G–I) Representative images of IHC for STK25 in CRC tissues (G), and the organoids derived from the corresponding patients were treated with cetuximab in vitro (H). Cell viability was evaluated by measuring ATP levels (I). Scale bars, 300 µm (G), 200 µm (H). Data are presented as the mean ± SD of at least three independent experiments. Two‐tailed Student's *t*‐test and two‐way ANOVA were used for statistical analyses. **p < .01, ***p < .001.

Moreover, IHC staining was performed on CRC tissue arrays using antibodies against STK25, α‐SMA and EGFR. The results showed that STK25 expression was markedly lower in CRC tissues compared with adjacent normal tissues, whereas α‐SMA and EGFR levels were significantly higher in tumour tissues (Figure 7C,D).

Subsequently, we determined the relationship between the STK25/AREG/EGFR axis and the therapeutic efficacy of cetuximab in CRC patients. We examined CRC patients undergoing cetuximab treatment and measured the levels of Ki67, STK25, EGFR, α‐SMA and S100A4 by IHC in CRC tissues (Figures 7E and S6A). Postoperative pathological assessment revealed that patients exhibiting high STK25 expression with low EGFR, α‐SMA and S100A4 levels showed a favourable response to cetuximab therapy. Consistently, computed tomography (CT) imaging confirmed these findings, demonstrating reduced tumour volume in patients with high STK25 expression following cetuximab treatment (Figure 7F). Moreover, patient‐derived organoids co‐cultured with CAFs confirmed the association between high STK25 level and superior cetuximab responses (Figure 7G–I). Additionally, the analysis of GSE108277 revealed that mCRC patient‐derived xenografts with high STK25 have better responses to cetuximab treatment than those with low STK25, as shown in the partial response subgroup compared with the stable disease subgroup (Figure S6B). Similarly, the analysis of GSE262796 datasets suggested that STK25 expression was higher in cetuximab‐sensitive LIM1215 cells than that in cetuximab‐resistant LIM1215 cells (Figure S6C). Collectively, these results confirmed that CRC patients with high STK25 expression may potentially benefit from cetuximab treatment.

## 4 DISCUSSION

Tumour development involves phenotypic alterations and dynamic changes in cell–cell interactions within both the tumour cells and the stromal compartment. Our present study identified that overexpression of STK25 in CRC cells inhibited CAF activation via the AREG/EGFR axis, thereby suppressing tumour proliferation and migration. Mechanistically, STK25 overexpression suppressed the transcriptional activity of p50 at the AREG promoter. Moreover, either STK25 overexpression or AREG antibody treatment effectively overcame CAF‐mediated cetuximab resistance in CRC (Figure 8). Clinically, CRC tissues with high STK25 expression and low CAF activity might correlate with increased sensitivity to cetuximab therapy.

**FIGURE 8:**
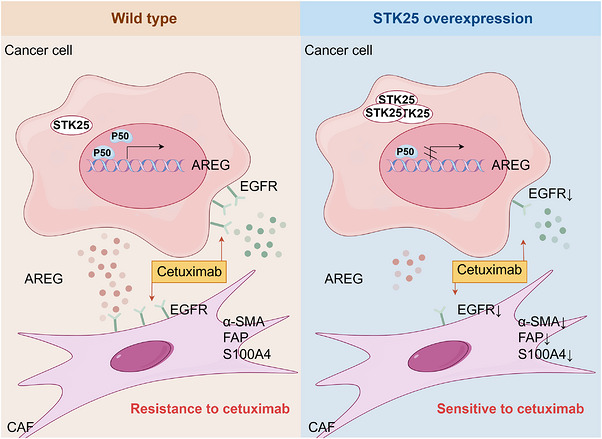
Schematic diagram depicted the mechanism by which STK25 overexpression inhibits CAF activation via the AREG/EGFR axis between tumour cells and CAFs. STK25 transcriptionally regulates AREG expression through NF‐κB (p50) activation, thereby enhancing the sensitivity of CRC to cetuximab therapy.

CAFs are critical cellular components within the TME and drive multiple pro‐tumourigenic processes, including tumour growth, angiogenesis, metastasis and drug resistance.^28^, ^32^, ^33^, ^34^ It has been well established that tumour progression is regulated by the interactions between tumour cells and CAFs, which are complex and heterogeneous in the TME across different cancer types. The CAFs in HCC are mainly derived from activated hepatic stellate cells and crosstalk with tumour cells via paracrine cytokines, exosomes and positive feedback loops. CAFs could enhance HCC cell stemness and the construction of an immunosuppressive microenvironment.^35^ In CRC, the major source of CAFs was derived from intestinal pericryptal Lepr‐lineage cells.^36^ The crosstalk between CAFs and CRC cells triggers tumour aggressiveness and therapy resistance through cytokines, exosomes and ECM remodelling.^37^ Due to the distinct origins of CAFs in HCC and CRC, this heterogeneity may partly account for the different functions of STK25 in these two tumour types.

In regard to the pathways between tumour cells and CAFs, Liu et al. found that ZNF37A‐mediated activation of TGF‐β signalling in CRC cells promoted stromal fibroblasts, thereby facilitating tumour metastasis.^38^ Similarly, silencing ZNF32 in breast cancer cells induced the transformation of NFs into CAFs by the modulation of TGFB1 transcription.^39^ Additionally, AREG has been identified as a ligand of EGFR to activate myCAFs, which promoted PDAC metastasis.^40^ The AREG/EGFR axis enabled Treg cells to induce a profibrotic and immunosuppressive phenotype upon CAFs, constituting a critical barrier for cancer immunotherapy.^41^ In this study, we demonstrated that STK25 depletion up‐regulated AREG expression in CRC cells, resulting in the activation of CAFs, and subsequently promoted tumour proliferation and migration, indicating that the STK25‐regulated AREG/EGFR axis mediated the communication between CRC cells and CAFs.

As a serine/threonine kinase, STK25 has multiple substrates, including PD‐L1, GOLPH3, YAP1 and MST1/2.^20^, ^22^, ^27^ The phosphorylation of these proteins was positively associated with STK25 levels. However, in this study, we found that STK25 suppressed the phosphorylation of both p65 and p50, which comprise the NF‐κB complex, thereby inhibiting AREG transcription. This observation suggests an indirect interaction between STK25 and p50. Thus, there might be other molecules involved in the regulation of STK25 to p50. Consistently, although the binding of Ser/Thr kinase ULK1 to raptor induced the phosphorylation of raptor, ULK1 inhibited the kinase activity of mTORC1, resulting in reduced phosphorylation of S6K1 and 4EBP1.^42^ Moreover, protein kinases can indirectly inhibit the phosphorylation of proteins by phosphorylating and activating downstream phosphatases. CaMKII phosphorylated and activated protein kinase phosphatase, CaMKPase, to facilitate the dephosphorylation activity towards CaMKII itself, forming a negative feedback loop.^43^ Therefore, further characterisation is required to determine the exact function of STK25 in the negative regulation of p50.

Increasing evidence indicates that there are associations between the efficacy of cetuximab treatment and tumour immunity. A previous study demonstrated that cetuximab, an IgG1 isotype monoclonal antibody, modulates immunity by triggering ADCC and priming innate and adaptive anti‐tumour immune responses.^44^ Additionally, cetuximab combined with chemotherapy stimulates an efficient antigen‐specific cytotoxic T‐lymphocyte response in colon cancer cells.^45^ Our previous study revealed that STK25 deficiency impairs CD8^+^ T cell‐induced anti‐tumour immunity to regulate the efficacy of ICB therapy.^27^ Therefore, the potential of STK25 in immune responses to modulate the effect of cetuximab needs further investigation.

In patients with the RAS/BRAF wild‐type mCRC, combining an anti‐EGFR monoclonal antibody (cetuximab or panitumumab) with chemotherapy represents a first‐line therapeutic strategy.^46^ Nevertheless, many patients who initially exhibit a positive response to cetuximab ultimately develop acquired resistance to the treatment.^47^ Activated CAFs have been implicated in driving resistance to the EGFR‐targeted therapies, including monoclonal antibodies (e.g., cetuximab) and tyrosine kinase inhibitors (e.g., gefitinib).^10^, ^11^, ^12^, ^13^, ^14^ Strategies combining targeted inhibitors with anti‐EGFR therapy have shown promise to overcome CAF‐mediated resistance to the EGFR‐targeted therapies. It was demonstrated that dual blockade of IGF‐1/IGF1R and HGF/c‐MET overcame CAF‐induced EMT and EGFR tyrosine kinase inhibition (EGFR‐TKI) resistance.^12^ IGF2BP2 inhibitor overcame CAF‐mediated cetuximab resistance in OSCC.^13^ MMP‐1 inhibitor significantly increased the sensitivity to cetuximab in the presence of CAFs in head and neck squamous cell carcinoma.^14^ Blocking the TGF‐β pathway with SIS3 enhanced cetuximab efficacy and suppressed tumour progression in preclinical models of head and neck cancer.^48^ Consistently, in this study, overexpression of STK25 in tumour cells significantly enhanced the anti‐tumour efficacy of cetuximab in the presence of CAFs, indicating the potential role of STK25 in overcoming cetuximab resistance in CRC.

As the ligand of EGFR, AREG is overexpressed in multiple tumour types, including gastrointestinal cancer, breast cancer, lung cancer and liver cancer. Previous studies showed that elevated AREG levels may predict resistance to gefitinib and correlate with poor prognosis in patients with NSCLC.^49^ In RAS wild‐type mCRC, AREG has been reported to reduce cellular sensitivity to cetuximab.^50^, ^51^ Inhibition of AREG activity was essential to overcome gefitinib resistance in NSCLC and HCC.^49^, ^52^ Notably, combining EGFR‐TKI with anti‐AREG therapy effectively suppressed radiotherapy‐induced metastatic growth in NSCLC.^53^ Moreover, cetuximab resistance mediated by Rablla‐exosomes in CRC cells could be partially reversed by the treatment of anti‐AREG antibody.^51^ In this study, anti‐AREG treatment significantly abolished the CAF‐induced cetuximab resistance in tumour cells co‐cultured with CAFs. Collectively, these findings highlighted the potential of targeting AREG to enhance the efficacy of EGFR inhibitors in patients with CRC.

Nevertheless, there are several limitations in our study. To validate whether STK25 can serve as a predictor for the efficacy of EGFR‐targeted therapy, studies involving larger cohorts of CRC patients treated with cetuximab are warranted. Moreover, further studies are required to clarify the therapeutic potential of cetuximab combined with STK25‐targeted therapies to treat CRC patients.

In summary, our study demonstrated that STK25 inhibited tumour progression and CAF activation via the AREG/EGFR axis, which was transcriptionally dependent on the NF‐κB activation. Moreover, overexpression of STK25 abolished CAF‐induced cetuximab resistance. Thus, STK25 may serve as a predictive indicator for the efficacy of EGFR‐targeted therapies in CRC patients, and the combination strategies targeting STK25 could potentially enhance the therapeutic efficacy of cetuximab in patients with CRC.

## AUTHOR CONTRIBUTIONS

Yifan Hou, Jiangbo Chen and Hao Hao performed the experiments, investigation, data curation and statistical analysis and wrote the original draft. Tongkun Song, Lin Song, Pu Xing and Kai Weng performed experiments, methodology and formal analysis. Yumeng Ran, Xinying Yang, Xiaowen Qiao, Ruibin Yao, Kai Xu and Jie Chen contributed to the methodology, software and statistical analysis. Hong Yang, Lei Chen and Jiabo Di provided resources. Beihai Jiang, Xiangqian Su, Kai Xu, Hong Yang and Jiangbo Chen participated in study design and funding acquisition. Beihai Jiang, Xiangqian Su and Kai Xu supervised the project and reviewed the manuscript. All authors read and approved the final manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## CONSENT FOR PUBLICATION

The authors have nothing to report.

## ETHICS STATEMENT

This study was approved and supervised by the Research Ethics Committee of Peking University Cancer Hospital & Institute, Beijing, China (2021KT136), and informed consent was obtained from all participants. The animal studies were approved by the Ethics Committee of the Peking University Cancer Hospital & Institute (2021KT134).

## Supporting information

Supporting Information
Additional supporting information can be found online in the Supporting Information section at the end of this article.

## Data Availability

All data generated or analysed during this study are included in this article and its Supporting Information.

# Supplementary material for: STK25 inhibits cancer‐associated fibroblast activation to overcome cetuximab resistance in colorectal cancer
**Source:** Clin Transl Med. 2026 Apr 29;16(5):e70678. doi: 10.1002/ctm2.70678
**Supplement:** Supplementary file 1 — Supporting Information Additional supporting information can be found online in the Supporting Information section at the end of this article.

1    *Supplemental Appendix*

2

3    **STK25 inhibits cancer-associated fibroblast activation to overcome**  
4                    **cetuximab resistance in colorectal cancer**

5

6    **Contents in Supplementary File**

7    1、Supplementary Materials and Methods

8    2、Supplementary Figure S1-6 and Legends

9    3、Supplementary Table S1-6

10

11

12

13

14

15

16

17

18

19

20

21

22

23

## **Supplementary Materials and Methods**

### **Materials and Methods**

#### **Cell lines and reagents**

Human CRC cell lines (RKO, LoVo, and SW480) were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). Cells were maintained in Dulbecco's Modified Eagle Medium (DMEM; HyClone, Logan, UT, USA) supplemented with 10% fetal bovine serum (FBS; Gibco, USA) and 1% penicillin-streptomycin (Gibco, USA). All cell cultures were maintained at 37 °C in a humidified incubator with 5% CO<sub>2</sub>. The following reagents were used in this study: human amphiregulin antibody (MAB-262; R&D Systems, USA), recombinant amphiregulin protein (HY-P7002; MedChemExpress, China), BAY 11-7082 (S2913; Selleck, Shanghai, China), and cetuximab (Merck, Darmstadt, Germany).

#### **Plasmid, small interfering RNA (siRNA), and lentivirus transfections**

The full-length human STK25 cDNA was cloned into the pCMV-3Tag-1A vector to generate the STK25 overexpression plasmid. The p50 overexpression plasmid (CH803620) was obtained from WZ Biosciences Inc., and the p65 construct was generously provided by Prof. Jun Zhang (Department of Immunology, School of Basic Medical Sciences, Peking University). For STK25 depletion, two single guide RNAs (sgRNAs) were designed and synthesized by Shanghai Jikai Gene Chemical Technology Co., Ltd. Small interfering RNAs (siRNAs) specifically targeting AREG

and p50 were purchased from Ribobio Biologicals (Guangzhou, China). The sgRNA and siRNA sequences are listed in Table S5.

Transfections of plasmids and siRNAs were performed using EndoFectin™ Max (GeneCopoeia, Rockville, MD, USA) in accordance with the manufacturer's protocol. For CRISPR/Cas9-mediated STK25 knockout, cells were transduced with lentiviruses carrying sgRNAs for 72 h, followed by puromycin (4 µg/mL) selection for 7 days.

### **Conditioned medium (CM) preparation**

CAFs or CRC cells were cultured to approximately 70% confluence and incubated overnight. The cells were then washed twice with PBS and replaced with fresh DMEM for an additional 48 h to collect CM. The supernatant was clarified by centrifugation at  $3,000 \times g$  for 10 min, aliquoted, and either used immediately or stored at  $-80^{\circ}\text{C}$  for subsequent experiments.

### **Cell proliferation assay**

Cell proliferation was assessed using the Cell Counting Kit-8 (CCK-8), colony formation, and EdU staining assays. The detailed experimental procedures were described previously.<sup>1</sup> The concentration of cetuximab used in CRC cells was 1/5 of the IC50 value, a dosing regimen described by Alam et al.<sup>2</sup>

### **Cell migration assay**

Wound healing assays and transwell migration assays were conducted to evaluate

cell migration capacity, the procedures have been previously described.<sup>1, 3</sup> In the transwell migration assay, cells were suspended in serum-free medium and plated in the upper chambers, while the lower chambers contained either CM as a chemoattractant or pretreated cells to provide chemotactic signals.

## **Quantitative real-time PCR (qRT-PCR)**

Total RNA was extracted from CAFs and CRC cells using TRIzol reagent (Invitrogen) according to the manufacturer's instructions. Reverse transcription was performed using the Reverse Transcription Kit (Promega, Madison, WI, USA). qRT-PCR was performed as previously described.<sup>1</sup> GAPDH served as the internal reference gene. Primer sequences used in this study are listed in Table S6.

## **Western blot and immunofluorescence**

The detailed procedures of western blot and immunofluorescence were described in a previous study.<sup>1</sup> Nuclear and cytoplasmic proteins were extracted using the Nuclear and Cytoplasmic Protein Extraction Kit (P0028; Beyotime, Shanghai, China) according to the manufacturer's protocol. The following primary antibodies were used for western blot: STK25 (1:1000; Cat#25821-1-AP, Proteintech), FAP (1:1000; Cat #84018, Proteintech), S100A4 (1:5000; Cat #16105, Proteintech),  $\alpha$ -SMA (1:1000; Cat #19245T, CST), EGFR (1:5000; Cat #66455, Proteintech), p-EGFR (1:1000; Cat #3777, CST), AREG (1:3000; Cat #66433, Proteintech), p50 (1:1000; Cat #13586T, CST), p-p50 (1:1000; Cat #5512R, Bioss), p65 (1:1000; Cat #8242T, CST), p-p65 (1:1000; Cat

#3033T, CST), Histone H3 (1:2000; Cat #4499, CST).  $\beta$ -actin (1:5000; Cat #A1978, Sigma-Aldrich) was used as a control. Secondary antibodies included Goat anti-mouse IgG (1:4000; Cat #ZB-2305, ZSGB-BIO, China) or goat anti-rabbit IgG (1:4000; Cat #ZB-2301, ZSGB-BIO, China). The densities of protein bands were quantified using ImageJ software. For immunofluorescence assays, the following primary antibodies were employed: anti-FAP (1:200; Cat# 84018, Proteintech), anti-S100A4 (1:200; Cat# 16105, Proteintech), and anti- $\alpha$ -SMA (1:200; Cat# 19245T, CST). An anti-rabbit IgG secondary antibody (1:1000; Cat# 4412S, CST) was used for detection.

## **Immunohistochemistry (IHC)**

Human CRC tissues and mouse subcutaneous tumors were fixed, paraffin-embedded, and sectioned at 4  $\mu$ m thickness. Sections were then subjected to hematoxylin and eosin (H&E) staining or IHC following standard protocols. IHC was performed using primary antibodies against STK25 (1:1000, Santa Cruz, sc-271196), EGFR (1:5000, Proteintech, 66455), S100A4 (1:5000, Proteintech, 16105), and  $\alpha$ -SMA (1:1000, CST, 19245T). The staining intensity was semi-quantitatively assessed by evaluating both the intensity (graded as 0: negative, 1: weak, 2: strong) and the proportion of positive cells (scored as 0: 0%, 1:  $\leq$ 25%, 2: 26-50%, 3: 51-75%, 4:  $\geq$ 76%). The final IHC score (range 0-8) was calculated by multiplying these two scores. The results analyzed by the two independent pathologists showed a high degree of consistency. All discrepancies were re-examined to reach a final consensus.

## **Chromatin immunoprecipitation (ChIP) assays**

ChIP assay was conducted using the SimpleChIP® Plus Sonication Chromatin IP Kit (9002; CST, MA, USA). The anti-p50 antibody (Cat#13586, CST) and p65 (1:1000; Cat #8242T, CST) were used for ChIP. Briefly, approximately  $2 \times 10^7$  RKO cells cultured in 10-cm<sup>2</sup> dishes were fixed with 1% formaldehyde for 10 min and washed with PBS. Cells were then harvested and lysed, and chromatin was digested with micrococcal nuclease, followed by sonication to generate soluble chromatin fragments. The lysates were subsequently incubated with the primary antibody overnight at 4°C for immunoprecipitation, and the resulting complexes were captured using agarose beads for 2h at 4°C. Crosslinks were reversed by elution at 65 °C for 30 min, and DNA fragments were purified using a spin column.

## **Luciferase reporter assay**

Potential p50 binding sites within the 1,000 bp region upstream of the AREG transcription start site were predicted using the JASPAR database. The wild-type AREG promoter fragment (−1000 to 0 bp) and a mutant fragment containing a deletion of the predicted p50-binding site (−740 to −730 bp, GGGAGTCTCCT) were cloned into the pGL3-basic plasmid. Cells were seeded in 24-well plates and transfected with the luciferase reporter constructs. After 48 hours of transfection, cells were harvested, and luciferase activity was examined using the Dual-Luciferase Reporter Assay System (Promega, WI, USA).

## **Organoid cultures**

CRC tissues for organoid establishment were collected from patients after surgical resection, and organoid culture was performed as previously described.<sup>1</sup> The organoids co-cultured with CAFs were treated with different concentrations of cetuximab and photographed to evaluate drug sensitivity. Organoid cell activity was assessed using the Cell Titer-Glo-3D Cell Viability Assay (Promega, Cat# G9683) in accordance with the manufacturer's protocol.

## **GEO database analysis**

The scRNA-seq dataset (GSE277814) and Gene expression datasets (GSE108277 and GSE262796) were obtained from the NCBI Gene Expression Omnibus (GEO) database (<https://www.ncbi.nlm.nih.gov/geo/>). The scRNA-seq data was established in our previous study by Qiao et al.<sup>4</sup> Subsequent data analysis was performed using the R package "Seurat".<sup>5</sup> Gene expression matrices for GSE108277 and GSE262796 were downloaded from the GEO database, and probe IDs were subsequently converted to corresponding gene symbols. Differences in STK25 expression between different groups were compared using the two-tailed Student's t-test.

## References

1. Xing P, Chen J, Hao H, et al. MTCH2 Deficiency Promotes E2F4/TFRC-Mediated Ferroptosis and Sensitizes Colorectal Cancer Liver Metastasis to Sorafenib. *Adv Sci (Weinh)*. 2025:e00019.
2. Alam KJ, Mo JS, Han SH, et al. MicroRNA 375 regulates proliferation and migration of colon cancer cells by suppressing the CTGF-EGFR signaling pathway. *Int J Cancer*. 2017;141(8):1614-1629.
3. Peng L, Zhao M, Liu T, et al. A stop-gain mutation in GXYLT1 promotes metastasis of colorectal cancer via the MAPK pathway. *Cell Death Dis*. 2022;13(4):395.
4. Qiao X, Xing P, Hao H, et al. STK25 Loss Augments Anti-PD-1 Therapy Efficacy by Regulating PD-L1 Stability in Colorectal Cancer. *Adv Sci (Weinh)*. 2025:e03891.
5. Wang L, Chen B, He J, et al. ZFP36L1 promotes non-small cell lung cancer progression under hypoxia by modulating CXCL9:SPP1 polarity: A single-cell transcriptomic study. *Clin Transl Med*. 2026;16(4):e70642.

178 *Supplementary Figures:*

179

180 **Figure S1 related to Figure 1**

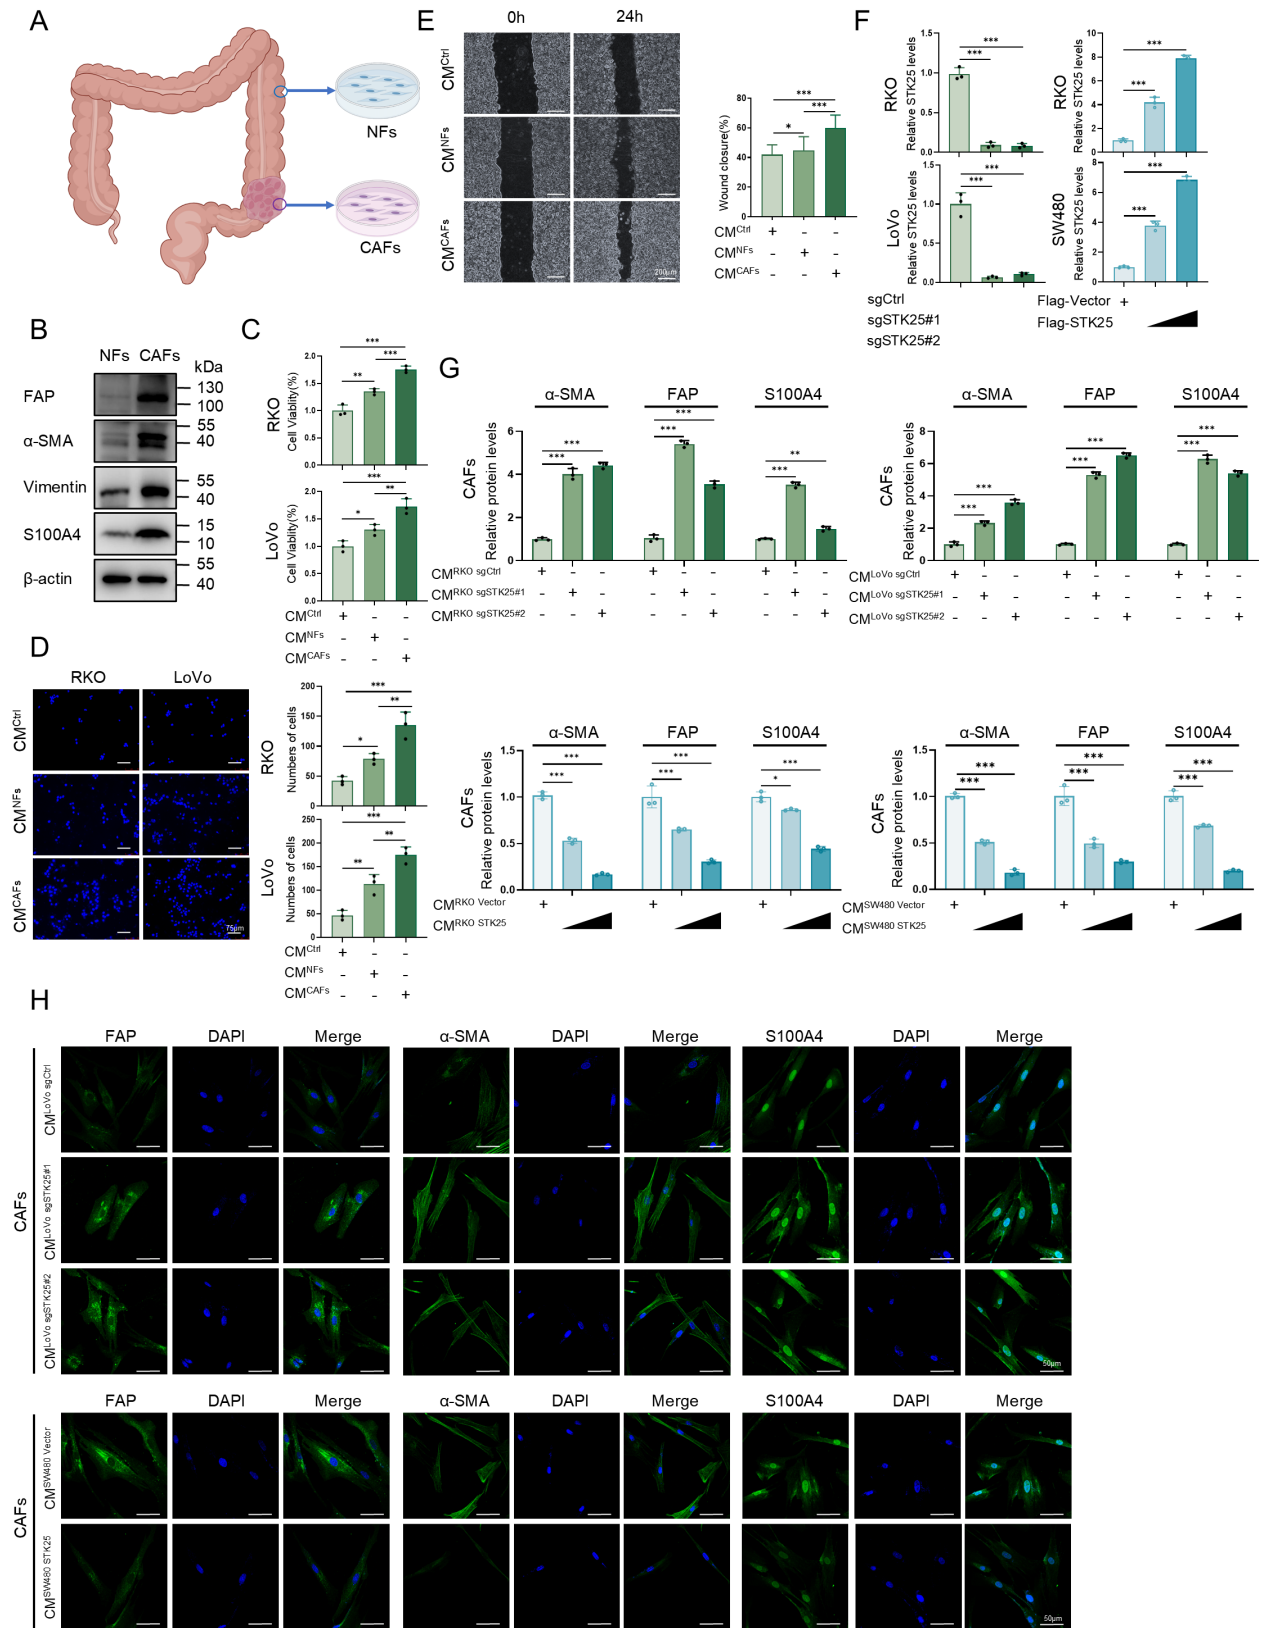

**Figure S1 related to Figure 1. STK25 knockdown in CRC cells activated CAFs isolated from CRC tissues.** (A) Schematic diagram illustrated the isolation of fibroblasts from CRC tissues and paired adjacent normal tissues, defined as CAFs and normal fibroblasts (NFs), respectively. (B) Western blot analysis of the expression of CAF markers, including FAP,  $\alpha$ -SMA, vimentin, and S100A4 in isolated primary fibroblasts. (C-E) CCK-8 (C), transwell migration (D), and wound healing assays (E) used to determine the proliferative and migratory capacities of RKO and LoVo cells cultured in CAF-CM or NF-CM. Scale bars, 75  $\mu$ m (D), 200  $\mu$ m (E). (F) Quantification of relative STK25 levels normalized to  $\beta$ -actin in Figure 1A. (G) Quantification of relative protein levels of CAF activation markers normalized to  $\beta$ -actin in Figure 1E. (H) Immunofluorescence staining showing the expression of  $\alpha$ -SMA, FAP, and S100A4 in CAFs after co-culture with STK25-knockdown LoVo cells or STK25-overexpressing SW480 cells. Scale bars, 50  $\mu$ m. One-way ANOVA was used for statistical analysis. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .

**Figure S2 related to Figure 3**

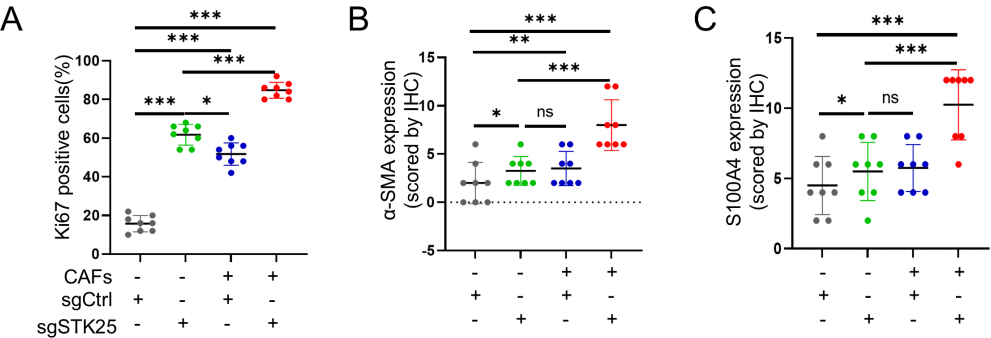

**Figure S2 related to Figure 3. Quantification of IHC staining in Figure 3G. (A-C)**  
Quantification of IHC staining of Ki67, α-SMA, and S100A4 in Figure 3G. One-way ANOVA were used for statistical analysis. \*p<0.05, \*\*\*p<0.001; ns, not significant.

Figure S3 related to Figure 4

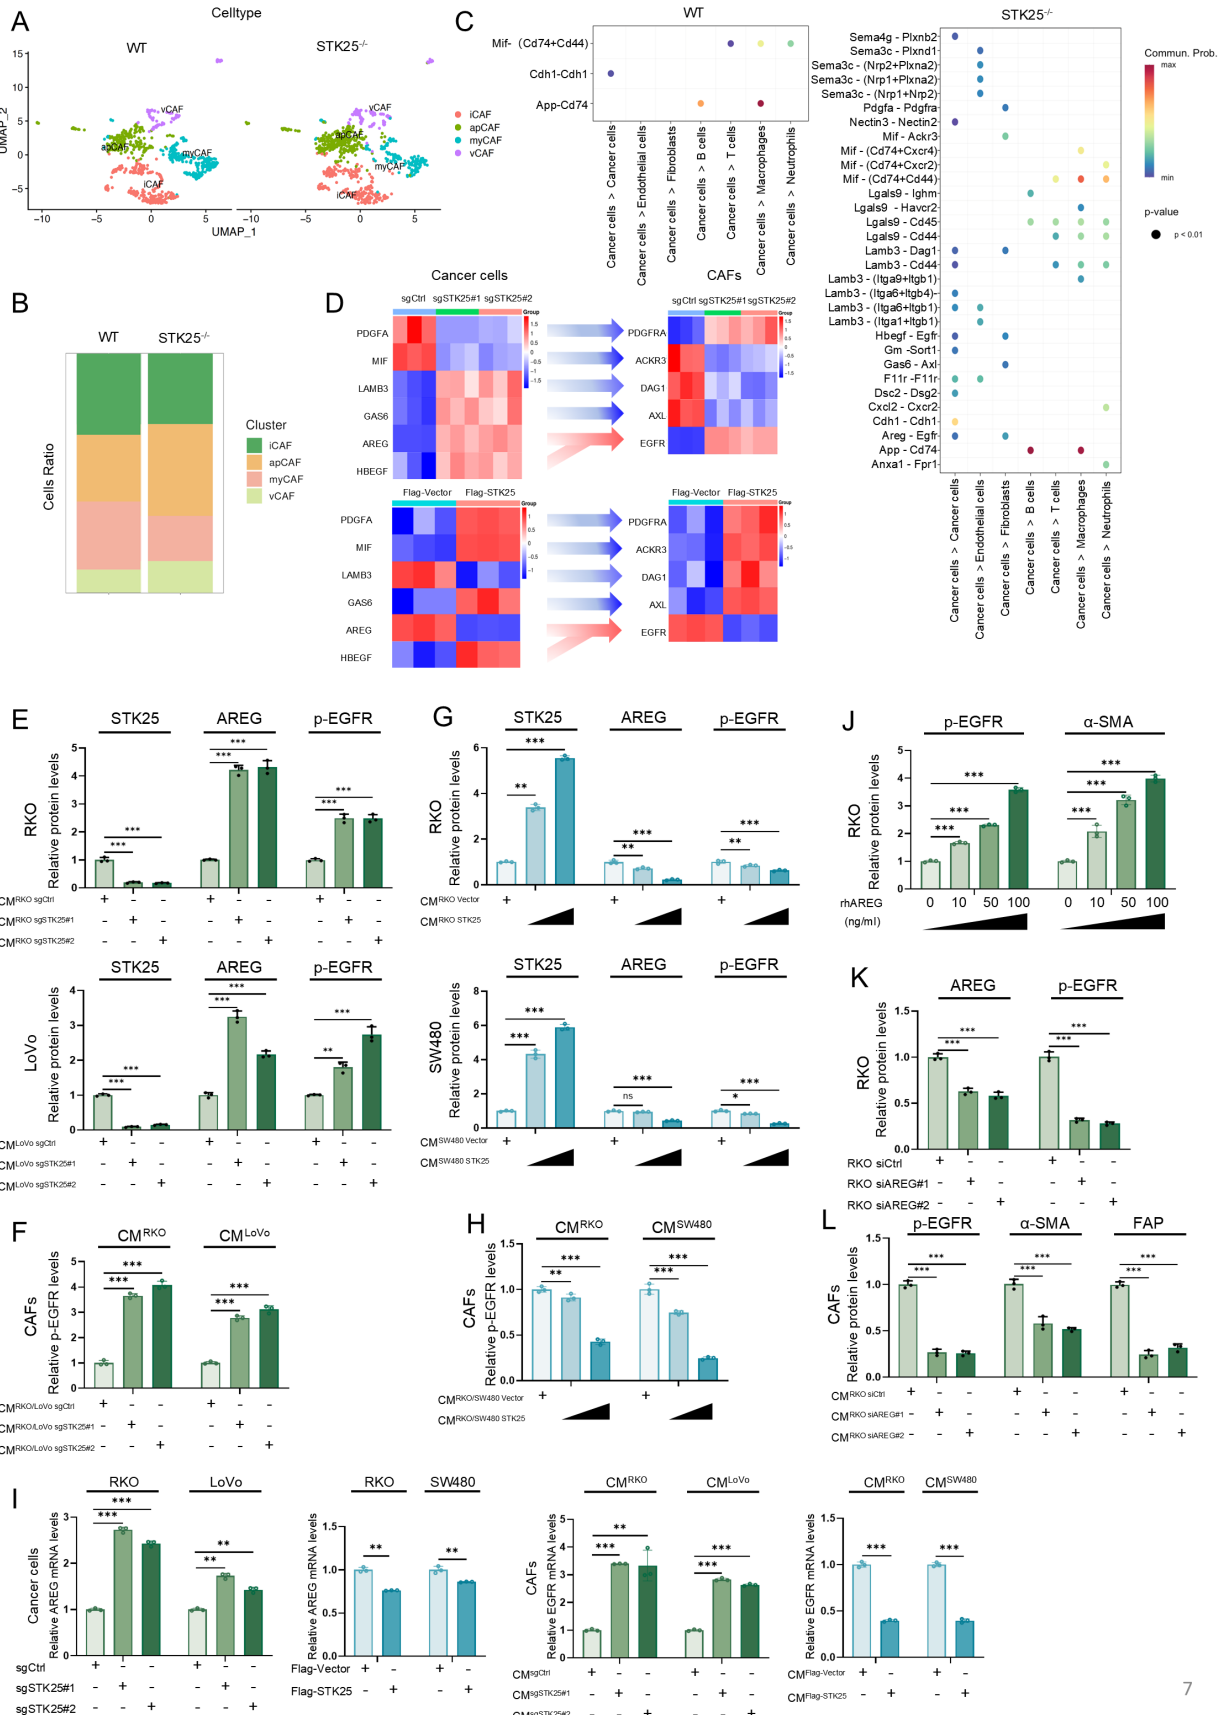

**Figure S3 related to Figure 4. Validation of the AREG/EGFR signaling in STK25-regulated tumor cell-CAF communication.** (A, B) Subpopulation analysis of CAFs in tumor tissues from WT and STK25<sup>-/-</sup> mice using scRNA-seq data from GSE277814. (C) CellChat analysis used to predict enriched ligand-receptor pairs between cancer cells and other cells in the WT and STK25<sup>-/-</sup> groups. (D) STK25-knockdown or STK25-overexpressing CRC cells were co-cultured with CAFs. qRT-PCR was used to determine the mRNA levels of ligand and receptor genes in CRC cells and CAFs, respectively. (E-H) Quantification of relative protein levels in Figure 4H (E), Figure 4I (F), Figure 4J (G), and Figure 4K (H). (I) qRT-PCR analysis of AREG mRNA levels in STK25-knockdown or STK25-overexpressing CRC cells and EGFR mRNA levels in co-cultured CAFs. (J-L) Quantification of relative protein levels in Figure 4L (J), Figure 4O (K), and Figure 4P (L). The protein levels were normalized to  $\beta$ -actin, and the levels of pEGFR were normalized to total EGFR. Two-tailed Student's t-test and one-way ANOVA were used for statistical analysis. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; ns, not significant.

**Figure S4 related to Figure 5**

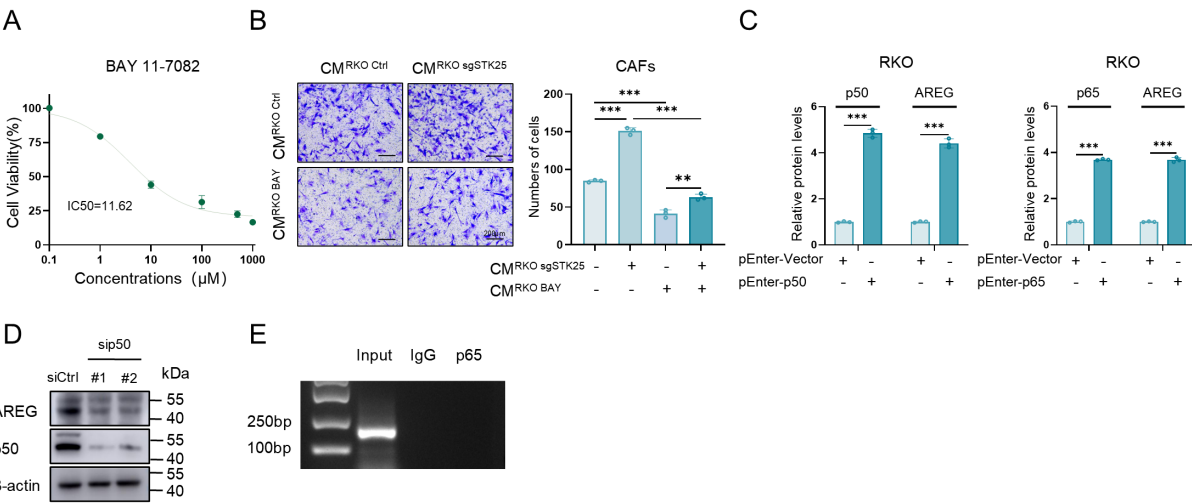

**Figure S4 related to Figure 5. The NF-κB pathway was involved in STK25-mediated regulation of AREG expression.** (A) RKO cells were treated with different concentrations of BAY 11-7082. Dose–response curves were plotted to determine IC<sub>50</sub> values. (B) Transwell assays to determine the migration of CAFs co-cultured with CM from sgSTK25 CRC cells pretreated with 5 μM BAY 11-7082. Graphs representing the quantification of migrated cells. Scale bars, 200 μm. (C) Quantification of relative protein levels of p50, p65, and AREG normalized to β-actin in Figure 5E. (D) The expression of AREG and p50 in p50-knockdown CRC cells. (E) ChIP assays showed no specific binding of p65 to the AREG promoter region. Data are presented as the mean ± SD of at least three independent experiments. A two-tailed Student’s t-test was used for statistical analysis. \*\*\*p < 0.001.

279 **Figure S5 related to Figure 6**

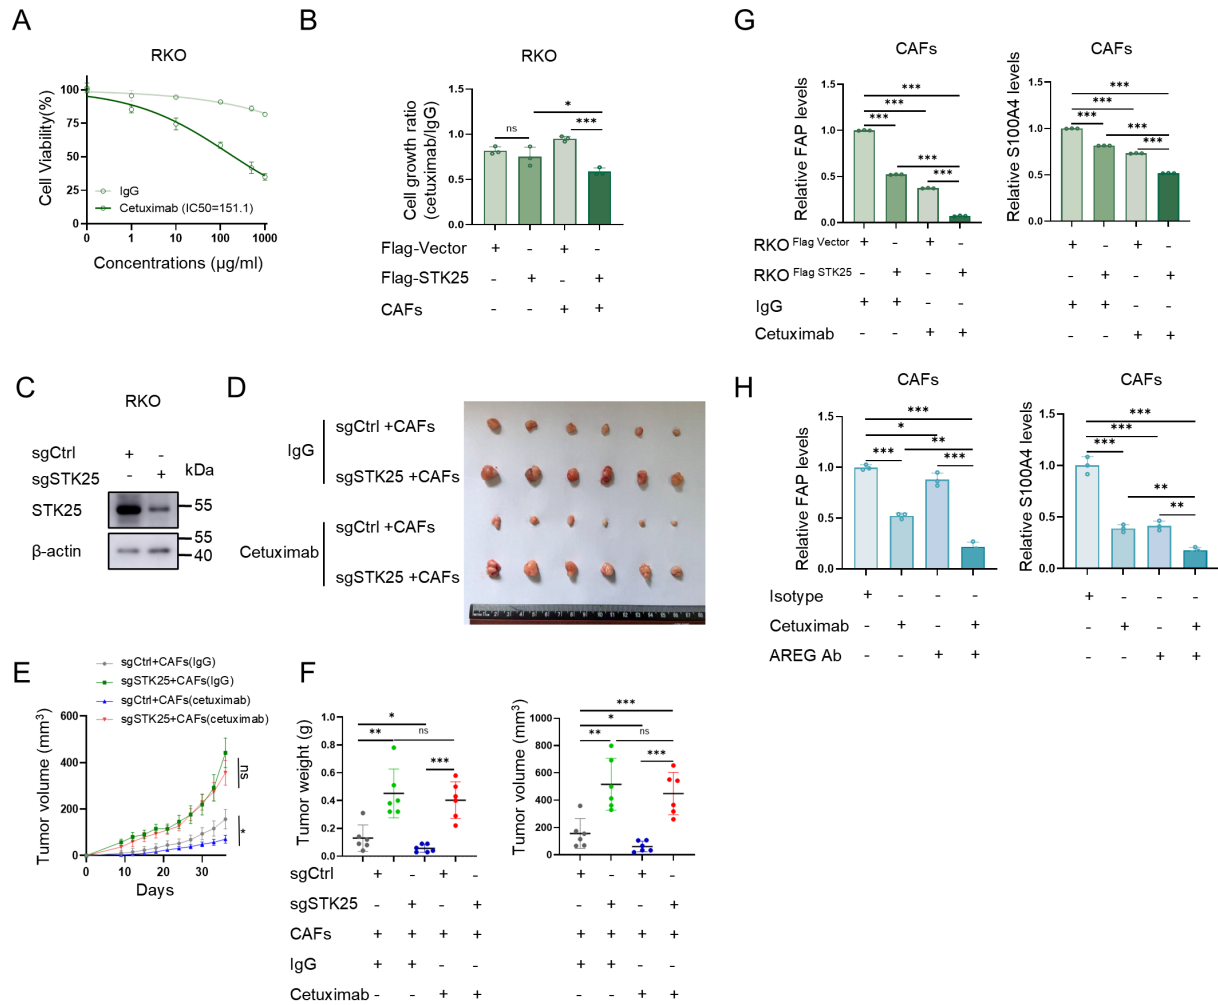

280 **Figure S5 related to Figure 6. The association between STK25 expression and the**  
 281 **sensitivity of cetuximab treatment.** (A) RKO cells were treated with different  
 282 concentrations of cetuximab, nonspecific IgG served as a control. Dose-response  
 283 curves were plotted to determine IC50 values. (B) Graphs showed another  
 284 representation of Figure 6A. The cell viability of cetuximab-treated cultures is shown  
 285 relative to their IgG-treated controls. (C) Western blot analysis verified the knockdown  
 286 efficiency of STK25 in RKO cells. (D) Nude mice subcutaneously injected with  
 287 sgSTK25 CRC cells mixed with CAFs were intraperitoneally treated with 1 mg  
 288 cetuximab or IgG (n = 6 per group). Images of tumor tissues isolated from mice in  
 289 different treatment groups were displayed. (E) Tumor volume was measured every 3  
 290 days, and the tumor growth curves were plotted over time. (F) Tumor weight and  
 291 volume of mice were recorded when mice were sacrificed at day 40. (G, H)

Quantification of relative protein levels normalized to  $\beta$ -actin in Figure 6E, F. Data are presented as the mean  $\pm$  SD of at least three independent experiments. One-way ANOVA and two-way ANOVA were used for statistical analysis. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; ns, not significant.

**Figure S6 related to Figure 7**

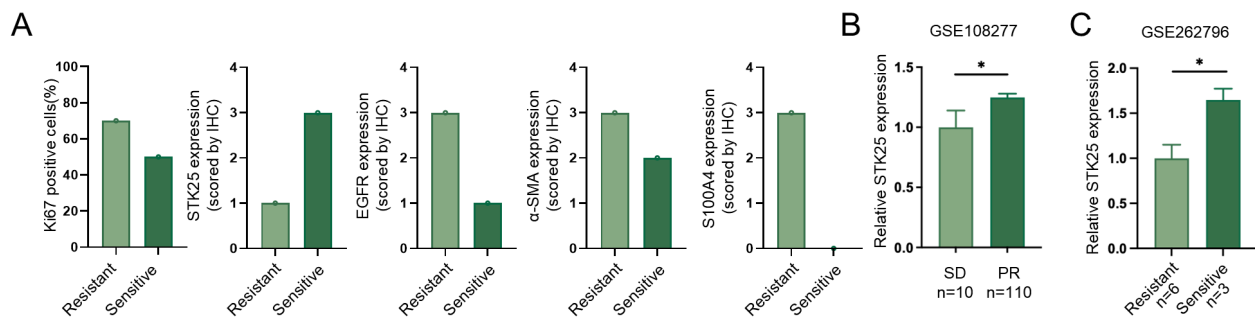

**Figure S6 related to Figure 7. Validation of the correlation between STK25 expression and cetuximab sensitivity using the GEO database.** (A) Quantification of IHC staining of Ki67, STK25, EGFR,  $\alpha$ -SMA, and S100A4 in Figure 7E. A two-tailed Student's t-test was used for statistical analysis. (B) The expression of STK25 in mCRC patient-derived xenografts (PDXs) from the partial response (PR) subgroup and stable disease (SD) subgroup in the analysis of **GSE108277 dataset**. (C) STK25 expression in cetuximab-sensitive and cetuximab-resistant LIM1215 cells from the **GSE 262796 dataset**. \* $p < 0.05$ .

***Supplementary Tables:***

**Supplementary Table S1:** Clinical information for 4 CRC samples, related to Figure 7A

| Sample    | Gender | Age | Tumor location   | T Stage | N Stage | M Stage | TNM stage | Histological Type | Differentiation grade | pMMR/dMMR | Preoperative treatment |
|-----------|--------|-----|------------------|---------|---------|---------|-----------|-------------------|-----------------------|-----------|------------------------|
| Patient 1 | M      | 69  | Rectum           | pT3     | N0      | M0      | IIA       | Adenocarcinoma    | Middle                | pMMR      | No                     |
| Patient 2 | M      | 62  | Sigmoid colon    | pT4a    | N2b     | M1      | IVA       | Adenocarcinoma    | Middle                | pMMR      | No                     |
| Patient 3 | F      | 69  | Ascending colon  | pT3     | N0      | M0      | IIA       | Adenocarcinoma    | Middle                | pMMR      | No                     |
| Patient 4 | M      | 59  | Descending Colon | pT4a    | N1a     | M0      | IIIB      | Adenocarcinoma    | Low                   | pMMR      | No                     |

**Supplementary Table S2:** Clinical information for 11 CRC samples, related to Figure 7B

| Sample     | Gender | Age | Tumor location   | T Stage | N Stage | M Stage | TNM stage | Histological Type | Differentiation grade | pMMR/dMMR | Preoperative treatment |
|------------|--------|-----|------------------|---------|---------|---------|-----------|-------------------|-----------------------|-----------|------------------------|
| Patient 1  | M      | 60  | Hepatic flexure  | pT3     | N0      | M0      | IIA       | Adenocarcinoma    | Low                   | pMMR      | No                     |
| Patient 2  | M      | 77  | Transverse colon | pT4a    | N1      | M0      | IIIB      | Adenocarcinoma    | Middle                | pMMR      | No                     |
| Patient 3  | M      | 81  | Hepatic flexure  | pT4b    | N0      | M0      | IIB       | Adenocarcinoma    | Middle                | pMMR      | No                     |
| Patient 4  | M      | 55  | Sigmoid colon    | pT2     | N0      | M0      | I         | Adenocarcinoma    | Middle                | pMMR      | No                     |
| Patient 5  | F      | 52  | Sigmoid colon    | pT4a    | N0      | M0      | IIA       | Adenocarcinoma    | Middle                | pMMR      | No                     |
| Patient 6  | M      | 73  | Hepatic flexure  | pT4a    | N0      | M0      | IIA       | Adenocarcinoma    | Low                   | pMMR      | No                     |
| Patient 7  | M      | 54  | Hepatic flexure  | pT4b    | N0      | M0      | IIB       | Adenocarcinoma    | Low                   | pMMR      | No                     |
| Patient 8  | M      | 51  | Hepatic flexure  | pT4a    | N1      | M1a     | IVA       | Adenocarcinoma    | Middle                | pMMR      | No                     |
| Patient 9  | F      | 33  | Transverse colon | pT4a    | N0      | M0      | IIA       | Adenocarcinoma    | Middle                | pMMR      | No                     |
| Patient 10 | F      | 69  | Ascending colon  | pT3     | N0      | M0      | IIA       | Adenocarcinoma    | Middle                | pMMR      | No                     |
| Patient 11 | M      | 59  | Descending colon | pT4a    | N1a     | M0      | IIIB      | Adenocarcinoma    | Low                   | pMMR      | No                     |

**Supplementary Table S3:** Clinicopathological characteristics of two CRC patients who received cetuximab therapy, related to Figure 7E, F.

| Sample    | Gender | Age | Tumor location   | T Stage | N Stage | M Stage | TNM stage | Histological Type | pMMR/dMMR | Response to cetuximab |
|-----------|--------|-----|------------------|---------|---------|---------|-----------|-------------------|-----------|-----------------------|
| Patient 1 | M      | 57  | Descending colon | pT3     | N2b     | M1      | IV        | Adenocarcinoma    | pMMR      | Sensitive             |
| Patient 2 | F      | 60  | Rectum           | pT3     | N1b     | M1      | IV        | Adenocarcinoma    | pMMR      | Resistant             |

**Supplementary Table S4:** Clinical information for 2 CRC samples, related to Figure 7G

| Sample    | Gender | Age | Tumor location | T Stage | N Stage | M Stage | TNM stage | Histological Type | Differentiation grade | pMMR/dMMR | Preoperative treatment |
|-----------|--------|-----|----------------|---------|---------|---------|-----------|-------------------|-----------------------|-----------|------------------------|
| Patient 1 | M      | 69  | Rectum         | pT2     | N0      | M0      | I         | Adenocarcinoma    | Middle                | pMMR      | No                     |
| Patient 2 | M      | 37  | Rectum         | pT3     | N0      | M0      | IIA       | Adenocarcinoma    | Middle                | pMMR      | No                     |

**Supplementary Table S5.** sgRNA and siRNA sequences

| Application | Gene name | Target sequence (5'-3') | Species |
|-------------|-----------|-------------------------|---------|
| sgRNA       | STK25 #1  | TCATCGACCGCTATAAGCGC    | Human   |
| sgRNA       | STK25 #2  | GGGGATCACAGCCATCGAGC    | Human   |
| siRNA       | AREG #1   | GGAGCCGACTATGACTACT     | Human   |
| siRNA       | AREG #2   | CAGGAAATATGAAGGAGAA     | Human   |
| siRNA       | p50 #1    | GCACCTAGCTGCCAAAGAA     | Human   |
| siRNA       | p50 #2    | GATCCTTCTTTGACTCATA     | Human   |

**Supplementary Table S6.** Relevant primer sequences.

| Gene   | Primer sequences |                                 | Species |
|--------|------------------|---------------------------------|---------|
| STK25  | Forward          | 5'- CTTGCTCTTGGGTCTCTGGAATC -3' | Human   |
|        | Reverse          | 5'- CTTAGGAATGTCTCGGCAGATCC -3' | Human   |
| PDGFA  | Forward          | 5'-GGACTCATGACCACAGTCCATG -3'   | Human   |
|        | Reverse          | 5'- CAGGGATGATGTTCTGGAGAGC -3'  | Human   |
| PDGFRA | Forward          | 5'- CTTACCTGTAAACAGAGAGACAC- 3' | Human   |
|        | Reverse          | 5'- TTGCGCCGGTTTTTATCGATTGT -3' | Human   |
| MIF    | Forward          | 5'- ACATGATTCAGCCACAGATACC -3'  | Human   |
|        | Reverse          | 5'- GCATAGATGTCAGCACGTTTG -3'   | Human   |
| ACKR3  | Forward          | 5'- CGTCCATCTTGCCATTACAG -3'    | Human   |
|        | Reverse          | 5'-CTCAAGCTCATCTAATCGTCCTG -3'  | Human   |
| LAMB3  | Forward          | 5'- TGGACGCAGGTTCTCCAAAC -3'    | Human   |
|        | Reverse          | 5'- CCGGCTCGCAGTAGGTAAC -3'     | Human   |
| DAG1   | Forward          | 5'- ACCCATCGCTCTACCCGGCCCT -3'  | Human   |
|        | Reverse          | 5'- ATCGGCTCCCGGCTCCGAGAG -3'   | Human   |
| HBEGF  | Forward          | 5'- TCTCGGAGCCGGGAGCCGAT -3'    | Human   |
|        | Reverse          | 5'- CGAGCGCCGGTTTCTGGCC -3'     | Human   |
| EGFR   | Forward          | 5'- TCTCGGAGCCGGGAGCCGAT -3'    | Human   |
|        | Reverse          | 5'- CGAGCGCCGGTTTCTGGCC -3'     | Human   |
| GAS6   | Forward          | 5'- CGTCCATCTTGCCATTACAG -3'    | Human   |

|               |         |                                |       |
|---------------|---------|--------------------------------|-------|
| AXL           | Reverse | 5'-CTCAAGCTCATCTAATCGTCCTG -3' | Human |
|               | Forward | 5'- TGGACGCAGGTTCTCCAAAC -3'   | Human |
| AREG          | Reverse | 5'- CCGGCTCGCAGTAGGTAAC -3'    | Human |
|               | Forward | 5'- ACCCATCGCTCTACCCGGCCCT -3' | Human |
| FAP           | Reverse | 5'- ATCGGCTCCCGGCTCCGAGAG -3'  | Human |
|               | Forward | 5'-CTACCCAAAGGCTGGAGCTAA-3'    | Human |
| $\alpha$ -SMA | Reverse | 5'-ACAGGACCGAAACATTCTGG-3'     | Human |
|               | Forward | 5'-TATCCCCGGGACTAAGACGGG-3'    | Human |
| S100A4        | Reverse | 5'-CAGAGCCCAGAGCCATTGTC-3'     | Human |
|               | Forward | 5'-GGTGTCCACCTTCCACAAGT-3'     | Human |
| p50           | Reverse | 5'-TGTTGCTGTCCAAGTTGCTC-3'     | Human |
|               | Forward | 5'-AACAGAGAGGATTTTCGTTTCCG-3'  | Human |
| p65           | Reverse | 5'-TTTGACCTGAGGGTAAGACTTCT-3'  | Human |
|               | Forward | 5'-ATGTGGAGATCATTGAGCAGC-3'    | Human |
| GAPDH         | Reverse | 5'-CCTGGTCCTGTGTAGCCATT-3'     | Human |
|               | Forward | 5'-GGACTCATGACCACAGTCCATG-3'   | Human |
|               | Reverse | 5'-CAGGGATGATGTTCTGGAGAGC-3'   | Human |

---

How the deposited data were processed for this re-analysis (not part of the article)

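The authors deposited raw UMI counts per gene and cell barcode for 2 libraries, made with Cell Ranger 7.1.0 on the mouse genome mm10 from 10x Genomics 3′ chemistry. Per the labels, tumours of each group were pooled before dissociation, and Seurat is named among the tools without a role. The values are whole numbers, and no barcode has fewer than 500 UMIs. The library labelled WT held 12542 barcodes with 38737373 UMIs (median 1386.5 per barcode), and the library labelled STK25 knockout 14168 barcodes with 66297749 UMIs (median 2065). All values below were computed from these counts, which list 32285 genes.

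Cells with at least 200 genes and at most 25% mitochondrial UMIs were kept. This removed 2 and 3 barcodes for few genes and 270 and 282 for mitochondrial UMIs. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components and 20 neighbours gave Leiden clusters at a resolution of 1, and subclusters of the fibroblast class at 0.8. The libraries were clustered together without batch correction. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, scanpy 1.11.5 and matplotlib 3.10.9, with the seed 0. Clusters were named by marker sets for 14 classes, and subclusters by marker sets for 4 CAF subtypes. The marker sets were fixed before the data were examined, as were the ligand-receptor pairs, the gene lists, the comparisons, the rule for named genes and all alternatives but those named otherwise. The thresholds for a name were set after the data were seen: at least 3 markers, each in at least 10% of cells of the cluster and at least 5 percentage points above the median cluster. The name was that of the marker set with the highest mean share above the median cluster. A cluster stayed unnamed where its 10 leading genes held more markers of another set than of its own, and a subcluster also where Ptprc, Epcam or Pecam1 lay at least 30 percentage points above the median subcluster. For subclusters, the sets of fibroblasts and of pericytes or smooth muscle did not count as other sets. Doublets were not removed in the main values. As an alternative, Scrublet's scores were computed per library. Its automatic threshold marked 0% of cells in both, so the cells with the highest scores were removed at the rate expected for the number of cells, 1204 (9.81%) and 1542 (11.1%).

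UMIs were summed per gene, class and library and given per 1000000 UMIs (CPM) with exact Poisson intervals. Log2 ratios are of the library labelled STK25 knockout to the library labelled WT. For single genes they have no pseudocount, with exact conditional binomial intervals. For ranking genes and for gene lists, 1 CPM was added to both values. Shares of cells have exact Clopper-Pearson intervals, and differences and ratios of shares were given intervals by combining these. Each interval has a level of 95%. There was 1 library per condition, so no test was made and no p-value, standard error or number of changed genes is given. Cells are not replicates of mice.

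Named genes are the 18 that the study names for these data, with the 10 largest log2 ratios in each direction in cancer cells and in the fibroblast class and the 5 largest in other classes. Those genes needed at least 50 UMIs over both libraries and 20 CPM in at least 1 of them, and mitochondrial, ribosomal, predicted, Rik, immunoglobulin and haemoglobin genes were left out. The 4 members with the most UMIs of each list described in detail were also named. A log2 ratio of 1 counted as large. Cd44, Il11, Ereg, genes that lead a cluster and single genes beyond this rule were named after their values were seen. A few items that the rule names are not reported here. A list's median log2 ratio, over genes with at least 20 UMIs, was set among 10000 random lists of the same size drawn from 20 expression bins, and its interval came from 1000 Poisson draws. There were 19 lists, and each was computed in both classes. A ligand-receptor pair of the 124 listed was detected when over 25% of cells had a UMI of the ligand in the source and of every receptor subunit in the target. CellChat and Gene Ontology enrichment were not run. RNA from outside the cells was gauged by the share of B cells with a UMI of a gene, and by thinning each cell to 1000 UMIs. The share is a gauge only for a gene that B cells lack. In the count of pairs near background, Cd74, Mif and Cd44 were set against B cells too. Cd74 had a UMI in 84.4% of B cells of the library labelled STK25 knockout. Whether B cells express Mif or Cd44 was not tested.

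The steps across genes were tested on simulated counts with known answers. Of 14665 genes in cancer cells, 103 changed by a log2 ratio of 1 and 97 by 2 were recovered in the right direction in 100% of cases, and 94.7% of the intervals held the true value. In the fibroblast class (10302 genes), with the same numbers of changed genes, 100% were recovered at both sizes and 94.9% of the intervals held. Of 50 lists of 20 genes in each class, a shift of 0.5 was recovered as 0.47 in cancer cells and 0.50 in the fibroblast class, and 2% and 4% of unchanged lists fell outside the central 95% of random lists.

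The alternatives were no cell filter; at least 500 genes and at most 10% mitochondrial UMIs; doublets removed; resolutions of 0.5 and 2 (0.4 and 1.2 for subclusters); the fibroblast-like clusters alone; cells thinned to 1000 or 500 UMIs; a mean over cells of counts per 10000 UMIs; detection in over 10% of cells; a pseudocount of 10; and minimums of 100 or 1 UMIs. A pair of alternatives was added after the data were seen, counting as cancer cells the unnamed clusters, or these and the largest T or NK cell cluster, as were one that leaves unnamed the subcluster of inflammatory CAFs nearest to the median subcluster and one that takes shares of the named cells alone.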

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

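Of the tests in this part, the comparison of pair counts with every cell thinned to 1000 UMIs was set before its result was seen; the other tests of the pairs, and those of Stk25 and of the neutrophil genes, were chosen after. Each result rests on 1 library per genotype.

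T or NK cells and macrophages, whose expression the paper does not report, differed in genes that it discusses for cancer cells and fibroblasts. In T or NK cells of the library labelled STK25 knockout, Areg was higher with a log2 ratio of 2.08 (214 and 905 CPM), S100a4 with 1.59 (103 and 310 CPM) and Vim with 1.37 (247 and 636 CPM). In macrophages Vim was higher with a log2 ratio of 1.18 (584 and 1323 CPM). Both classes differ in make-up: the cluster led by Lef1 and Tcf7 gave 2619 of 3971 T or NK cells in the library labelled WT and 90 of 1455 in the other, and the cluster led by Inhba 123 of 346 and 709 of 1161 macrophages. Within clusters, Vim was at 768 and 1552 CPM in macrophages led by Inhba and at 459 and 948 CPM in those led by C1qa, while Areg was at 465 and 672 CPM in T cells led by Icos and Ctla4, and at 835 and 3992 CPM in T cells led by Il17a and Trdc.

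Neutrophil genes were higher outside neutrophils, in lymphocytes that should lack them as well as in myeloid cells that can express them, which the paper does not discuss. The median log2 ratio was 3.62 for S100a8 and 3.79 for S100a9, each over B, T or NK, plasma and dendritic cells and macrophages. Cancer cells and the fibroblast class aside, these are the classes where each gene was among the largest. The medians leave out the fibroblast class, where both genes were among the largest too, and cancer cells, where S100a9 was. Doublets of neutrophils and other cells are argued against, since 66.0% of B cells had a UMI of S100a9 in the library labelled STK25 knockout, far above the doublet rate expected there (11.1%). RNA set free from neutrophils, which made up 11.7% of cells there against 1.87%, may account for it, as the share of cells with a UMI of S100a9 spanned only 4.28 percentage points over a second set of 5 classes, B, T or NK, endothelial, fibroblast and cancer cells. Expression of S100a9 in these cells cannot be told apart from it, because the slope of its UMIs on depth was 0.21 over that second set and 0.74 without cancer cells.

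Stk25 was about as high in the library labelled STK25 knockout as in the library labelled WT. In cancer cells, Stk25 RNA from outside the cells is argued against, as they were above B cells by a log2 ratio of 1.45 in the library labelled STK25 knockout. A knockout allele that leaves the 3′ end of the transcript in place cannot be told apart from an intact gene, because the log2 ratio of 0.11 over all cells comes from counts per gene and not per exon. An exchange of the 2 libraries cannot be told apart from correct labels either, because with such an allele a log2 ratio near 0, here −0.11 in cancer cells, would be seen both ways. The labels run as in the paper's own analysis of these data. Neutrophils made up about 2.0% and 12% in Fig. 4B, read by eye, and 1.87% and 11.7% here. Of the classes in that figure, only cancer cells changed in the other direction. An exchange made before the paper's analysis would leave this match in place. The paper's western blots show less STK25 in human CRC cell lines after knockdown, which are other samples and do not settle what these mice carried.

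Of the 124 listed pairs from cancer cells to the fibroblast class, 12 were detected in the library labelled STK25 knockout and 8 in the library labelled WT, against 9 and 8 with no cell filter and at a resolution of 2, 9 and 9 with doublets removed, 12 and 9 under the stricter filter, and 12 and 8 at a resolution of 0.5. For the pairs with Cd44, deeper cells are argued against, as Cd44 was higher in the fibroblast class with a log2 ratio of 0.66 (0.43 to 0.90). For Mif-Ackr3, deeper cells in the library labelled STK25 knockout may account for the difference, as Ackr3 had a log2 ratio of 0.033 and its share was not higher after thinning. Over the 4 pairs as a whole, deeper cells cannot be told apart from a change with genotype, because at 1000 UMIs per cell the difference of 1 was between 0 and 1 pairs. More RNA from outside the cells cannot be told apart either. Before thinning, 1 of the 4 further pairs was not over 10 percentage points above the shallower B cells, through Cd74 alone. In the library labelled STK25 knockout, Cd74 was in 51.3% of the fibroblast class and 84.4% of B cells, so B cells are no gauge for it. At 1000 UMIs per cell all 4 pairs had a ligand or receptor within 10 percentage points of B cells, but most shares are low there.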

How the results depend on the processing

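The alternatives that count unnamed clusters, or these and the largest T or NK cell cluster, as cancer cells, that which leaves a subcluster of inflammatory CAFs unnamed, and that which takes shares of the named cells alone were chosen after the data were seen; the other alternatives were planned. No paired analysis was possible because each group has 1 library. Of 114 values under alternatives, 94 stayed within the main value's counting interval (or within 1.5 times a count), 18 moved beyond it and 2 changed sign although the main value's interval excludes 0. Among the 94, 2 more had the other sign, both of the difference in myofibroblastic CAFs. Where no cause is named, the cause was not tested.

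The ratio of the shares of the fibroblast class stayed between 1.05 and 1.15 in all 7 alternatives. The difference in inflammatory CAFs stayed negative in all 5 that were planned, from −7.46 to −0.705 percentage points, and over named cells (−5.63), but became 1.14 with the subcluster nearest to the median subcluster left unnamed. That in vascular CAFs stayed positive in all 6, with 1.21 under the stricter cell filter. No alternative named antigen-presenting CAFs. The difference in myofibroblastic CAFs, which has an interval across 0, was 0.312 under the stricter filter, 1.48 with doublets removed and negative under the other 4. Egfr in the fibroblast class stayed lower in the library labelled STK25 knockout in all 9, with log2 ratios from −0.28 to −0.11.

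Areg in cancer cells stayed lower in all 10, but its log2 ratio moved to −0.36 with doublets removed, −0.13 and −0.11 at 1000 and 500 UMIs per cell, −0.19 as a mean over cells and −0.068 with the unnamed clusters and the largest T or NK cell cluster counted as cancer cells. The pairs detected in the library labelled WT and the library labelled STK25 knockout were 0 and 1 at 1000 UMIs per cell and 0 and 0 at 500, since thinning lowers each share of cells, and 41 and 47 at over 10% of cells. In the library labelled WT they were 3 with the unnamed clusters counted as cancer cells and 1 with the largest T or NK cell cluster added, while 12 were detected in the other. The 8 and 12 pairs became 8 and 9 with no cell filter and at a resolution of 2, and 9 and 9 with doublets removed, so the difference of 4 fell to 1, 1 and 0; they were 9 and 12 under the stricter filter and 8 and 12 at a resolution of 0.5.

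The median of the fibroblast proliferation list in cancer cells moved to 0.085 with doublets removed and 0.11 as a mean over cells. The median of NF-κB regulators moved to −0.16 as a mean over cells, and that of NF-κB targets ranged down to 0.010, with doublets removed, and moved to 0.15 with the unnamed clusters and the largest T or NK cell cluster counted as cancer cells. The median of structural matrix genes in the fibroblast class changed sign, to 0.039, as a mean over cells, and stayed negative in the other 9. Depth limits the shares of cells, since the libraries differ in median UMIs per cell (1383 and 2091).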

Differences from the paper's values

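Of the 14 class shares shown in Fig. 4B, 4 differ from the values here by more than 1.5 times, and of the 8 shares of CAF subtypes in Fig. S3B, 7 do. The shares here are of 12270 cells of the library labelled WT and 13883 of the library labelled STK25 knockout, and the study's number of cells is not given in its text. The shares in each figure add up to the whole over its 7 classes or 4 subtypes, while unnamed cells (17.9% and 17.8% of cells, 31.1% and 32.7% of the fibroblast class) stay in the denominator here. Shares of the named cells alone, chosen after seeing the values, gave 39.4% for cancer cells in the library labelled STK25 knockout, 3.44% for macrophages and 7.89% for vascular CAFs in the library labelled WT, which do not differ. The other values that differ still do, and 2 more then differ: B cells in the library labelled WT (16.5%, the paper's value is about 9.6% in Fig. 4B, read by eye) and T or NK cells in the library labelled STK25 knockout (12.7%, about 7.0% in Fig. 4B, read by eye). Alternatives that count unnamed clusters as cancer cells were chosen after the data were seen.

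Cancer cells made up 19.1% of the library labelled WT, and the paper's value is about 63% in Fig. 4B, read by eye. All 5 alternatives set before the data were examined (no cell filter, the stricter filter, doublets removed and both resolutions) still differ. Counting the unnamed clusters and the largest T or NK cell cluster as cancer cells, a setting chosen after seeing the values, gave 58.4%, which does not differ and drops 0 of the paper's 6 pairs in the library labelled STK25 knockout. In the library labelled STK25 knockout, cancer cells made up 32.4%, and the paper's value is about 53% in Fig. 4B, read by eye. The stricter filter set before the data were examined gave 41.8%, which does not differ, while no cell filter, doublets removed and both resolutions do. Settings chosen after seeing the values gave 50.2% with the unnamed clusters and 50.8% with the largest T or NK cell cluster added, neither of which differs; each drops 0 of the 6 pairs. T or NK cells made up 32.4% of the library labelled WT, and the paper's value for T cells is about 9.9% in Fig. 4B, read by eye; the class here is wider, as it includes NK cells. All 5 alternatives set before the data were examined differ, and the setting chosen after seeing the values that moves the largest cluster to cancer cells gave 11.0%, which does not. In the library labelled STK25 knockout T or NK cells (10.5%) do not differ from the paper's value of about 7.0% in Fig. 4B, read by eye, but do under the stricter filter (12.6%) and with doublets removed (10.5%). Macrophages made up 2.82% of the library labelled WT, and the paper's value is about 4.5% in Fig. 4B, read by eye. The stricter filter gave 3.43%, which does not differ, while no cell filter, doublets removed and both resolutions do. Macrophages and dendritic cells together, a sum formed after seeing the values, made up 4.51% and 9.41%, which match the macrophages printed in Fig. 4B.

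Inflammatory CAFs made up 57.8% and 52.6% of the fibroblast class in the library labelled WT and the library labelled STK25 knockout, and the paper's values are about 34% and about 30% in Fig. S3B, read by eye. In both libraries no cell filter, doublets removed and the resolution of 2 do not differ, and the stricter filter and the resolution of 0.5 do. Subclusters named as antigen-presenting CAFs made up 0% in both, which sets no limit on single cells of that subtype. The paper's values are about 28% and about 38% in Fig. S3B, read by eye, and all 5 alternatives set before the data were examined differ. The subcluster nearest to the antigen-presenting markers had 0 and 10 cells and mesothelial genes. Myofibroblastic CAFs made up 5.70% and 5.33%, and the paper's values are about 28% and about 19% in Fig. S3B, read by eye; all 5 alternatives differ in both libraries. Vascular CAFs made up 5.44% in the library labelled WT, and the paper's value is about 10% in Fig. S3B, read by eye; all 5 alternatives differ. In the library labelled STK25 knockout vascular CAFs (9.33%) do not differ from the paper's value of about 13% in Fig. S3B, read by eye, and neither do doublets removed and both resolutions, while no cell filter (7.74%) and the stricter filter (5.60%) do. The rise of vascular CAFs and the fall of inflammatory CAFs run the same way here as in the paper. Leaving the subcluster of inflammatory CAFs nearest to the median subcluster unnamed, chosen after seeing the values, gave 46.2%, which does not differ, and 47.4%, which does, and drops 1 direction the paper shows, as inflammatory CAFs then rise by 1.14 percentage points. The rise of antigen-presenting CAFs could not be checked here, because no subcluster was named as that subtype in either library. The fall of myofibroblastic CAFs (−0.366 percentage points) was within counting error. Cancer cells take a smaller share in STK25 knockout than in WT in Fig. 4B and a larger one here, also with the unnamed clusters counted as cancer cells, chosen after seeing the values (37.0% and 50.2%). Only with the largest T or NK cell cluster, led by T cell genes, counted as cancer cells too, also chosen after seeing the values, is the share smaller here (58.4% and 50.8%).

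The paper shows the 6 pairs from cancer cells to fibroblasts for STK25 knockout and not for WT in Fig. 4F, whereas here 5 of the 6 were detected in the library labelled WT and 6 in the other. Settings chosen after seeing the values lowered the count in the library labelled WT. Counting the unnamed clusters alone as cancer cells gave 2 of 6 there and 6 of 6 in the other. With the largest T or NK cell cluster added, 0 of 6 and 6 of 6 were detected. The paper's rule for a pair is the CellChat model, which was not run here. The paper states that AREG and EGFR changed most among these pairs by qRT-PCR in CRC cells and CAFs, and that AREG rises in tumour cells after STK25 knockdown. These are other samples. Here Areg in cancer cells, a class named by epithelial markers and not tested for malignancy, had a log2 ratio of −0.27. Egfr in the fibroblast class had one of −0.25, and Pdgfra one of −0.57.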

Other observations

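The tests of how clusters are assigned in this part were chosen after the results were seen.

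Most of the 6 pairs that the paper shows for STK25 knockout were detected in the library labelled WT too. With the unnamed clusters alone counted as cancer cells, 2 of the 6 pairs were detected in the library labelled WT and 6 in the library labelled STK25 knockout. With the T cell cluster found almost only in the library labelled WT added, 0 and 6 were detected. Neither count of the library labelled WT can be told apart from dilution. Its cancer cells then number 4541 or 7160 in place of 2341, which lowers the share of cells with a ligand that the added cells lack. At 7160, Pdgfa, Lamb3, Hbegf, Gas6 and Areg were under the threshold, from 14.3% (Gas6) to 19.9% (Areg) of cells. Mif stayed above it, at 33.7%. Mif-Ackr3 was missed there through Ackr3, in 23.6% of the fibroblast class. The T cell cluster was led by Lef1 and Themis, and its cells had a median of 1279 UMIs.

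Gpatch2 had 1125 UMIs over all cells of the library labelled WT and 8 in the library labelled STK25 knockout. In cancer cells, 20.1% and 0.156% of cells had a UMI of it, and in T or NK cells 212 and 0 UMIs were counted. In endothelial cells, Ccl2 was at 8.87 and 366 CPM, with a UMI in 1.27% and 4.25% of cells, and Glycam1, a gene of high endothelial venules, at 389 and 38.4 CPM. Among neutrophils, Ngp was at 3.29 and 1729 CPM and Camp had 0 UMIs in the library labelled WT and 524 CPM in the other. That class differs in make-up, as the cluster led by S100a9, Ngp and Retnlg gave 32 of its 229 cells in the library labelled WT and 860 of 1618 in the other; in that cluster Ngp was at 14.9 and 2408 CPM. In macrophages, Chil3 (6.04 and 395 CPM) and Saa3 (8.06 and 396 CPM) were higher in the library labelled STK25 knockout. There too the make-up differs, as the cluster led by Inhba gave 123 of 346 and 709 of 1161 cells, with Chil3 at 14.9 and 631 CPM and Saa3 at 4.97 and 614 CPM in it. Across all macrophages Ifit2 (136 and 10.7 CPM) and Rsad2 (158 and 19.3 CPM) were lower. Gzma in T or NK cells was at 9.91 and 192 CPM.

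In the fibroblast class, Il11 was at 21.0 and 61.4 CPM, with a UMI in 2.46% and 2.67% of cells, and the subcluster that it leads with Mmp13 also held Epcam in 83.6% of its cells.

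The libraries differ in genes of the sex chromosomes. Over all cells, Ddx3y was at 25.4 and 12.3 CPM, Uty at 39.1 and 21.2 CPM and Xist at 446 and 371 CPM. The sex-linked list had a median log2 ratio of −0.91 in cancer cells, below all random lists, and −0.85 in the fibroblast class. The sex of the mice in each pool is not given in the sources used here.

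Further lists had these median log2 ratios, in cancer cells and then in the fibroblast class. Subunits of respiratory chain complexes III and IV had 0.40 and 0.39, with all 19 genes higher in both classes, and antioxidant genes 0.24 and 0.38. Glycolysis genes had −0.06 and 0.48, genes of antigen presentation and interferon response 0.07 and 0.63, and chemokines 0.19 and 0.45. In the fibroblast class, Cd74 and Cxcl2, read as background there, were among the 4 members with the most UMIs of the antigen presentation and chemokine lists. RNA from outside the cells is therefore not excluded as a source of part of these 2 rises. The same holds for the chemokines in cancer cells, where Cxcl2 had the most UMIs of that list and is read as background. Cell proliferation genes had 0.07 and 0.22, autophagosome genes −0.10 and 0.13, and genes induced by tissue dissociation −0.28 and 0.04. Genes of colon stem cells and Wnt signalling had −0.25 and 0.32, colonocyte genes −0.15 and 0.51, and goblet cell genes 0.95 and 0.42. Spink4, the goblet cell gene with the most UMIs, had a UMI in 69.0% of cancer cells and 65.1% of B cells of the library labelled STK25 knockout. In cancer cells the lists of structural matrix, matrix remodelling and CAF activation genes had 0.17, 0.12 and −0.01.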
